# A genome-wide function of THSC/TREX-2 at active genes prevents transcription–replication collisions

**DOI:** 10.1093/nar/gku906

**Published:** 2014-10-07

**Authors:** José M. Santos-Pereira, María L. García-Rubio, Cristina González-Aguilera, Rosa Luna, Andrés Aguilera

## Abstract

The THSC/TREX-2 complex of *Saccharomyces cerevisiae* mediates the anchoring of transcribed genes to the nuclear pore, linking transcription elongation with mRNA export and genome stability, as shown for specific reporters. However, it is still unknown whether the function of TREX-2 is global and the reason for its relevant role in genome integrity. Here, by studying two TREX-2 representative subunits, Thp1 and Sac3, we show that TREX-2 has a genome-wide role in gene expression. Both proteins show similar distributions along the genome, with a gradient disposition at active genes that increases towards the 3′ end. Thp1 and Sac3 have a relevant impact on the expression of long, G+C-rich and highly transcribed genes. Interestingly, replication impairment detected by the genome-wide accumulation of the replicative Rrm3 helicase is increased preferentially at highly expressed genes in the *thp1Δ* and *sac3Δ* mutants analyzed. Therefore, our work provides evidence of a function of TREX-2 at the genome-wide level and suggests a role for TREX-2 in preventing transcription–replication conflicts, as a source of genome instability derived from a defective messenger ribonucleoprotein particle (mRNP) biogenesis.

## INTRODUCTION

During transcription from RNA polymerase II (RNAPII), the nascent pre-mRNA is bound by RNA-binding proteins and undergoes a series of processing steps, including 5′-end capping, splicing and 3′-end cleavage and polyadenylation (1). This leads to the formation of the messenger ribonucleoprotein particle (mRNP), which is co-transcriptionally exported to the cytoplasm through the nuclear pore complex (NPC) (2). A variety of factors participate in mRNP export in *Saccharomyces cerevisiae*, including the conserved THO complex, the heterogeneous nuclear ribonucleoproteins (hnRNPs) Nab2 and Npl3, the export receptor Mex67-Mtr2 and the NPC-associated THSC/TREX-2 complex. The current view is that these factors act in a sequential process that guides the mRNA to the NPC to be exported to the cytoplasm (3). In this sense, increasing evidences suggest that highly transcribed genes and some inducible genes are recruited to the nuclear envelope upon transcriptional activation in yeast and higher eukaryotes (4). In agreement with the gene gating hypothesis (5), the positioning of transcribed genes to the proximity of the NPC is dependent on a variety of factors, including those involved in transcription initiation and mRNA export (6–11).

The yeast THSC/TREX-2 complex (TREX-2 from now on), composed by Sac3, Thp1, Sus1, Cdc31 and Sem1, is an important mediator of mRNA export that provides an anchoring of transcribed genes to the NPC (12–17). Sac3, the largest subunit of the complex, acts as a platform with different interaction domains. Whereas its N-terminus associates with Thp1 and Sem1 to form an mRNA-binding module, as well as with the export receptor Mex67, its C-terminus interacts with Sus1, Cdc31 and the Nup1 nucleoporin, providing anchoring to the NPC (13,18–21). This organization is highly conserved from yeast to human cells (18,19,22,23). In addition to TREX-2, Sus1 is also a component of the histone H2B deubiquitinylation module of the SAGA complex, involved in transcription initiation of some yeast genes (15,24). It has been shown that Thp1, Sac3 and Sus1 are required for proper relocation of active genes to the NPC upon transcriptional activation (6,8,10). Cdc31 is the yeast homolog of the human centrins, functions in the duplication of the spindle pole body and is important for mRNA export (14,25). Finally, Sem1 is a common component of the 19S regulatory particle of the 26S proteasome, the COP9 signalosome and TREX-2, and is also important for transcription initiation and mRNA export (16,17).

In addition to the export of mRNAs, the yeast TREX-2 complex plays a role in transcription elongation, as has been shown using artificial reporters such as the G+C-rich gene *lacZ* or a G-less-based run-on (GLRO) assay (12,26,27). This function is common to other mRNA export factors such as the THO complex (28), and THO mutants show a genome-wide down-regulation of long, G+C-rich and highly expressed genes (29). Interestingly, recent works have demonstrated that several mRNA export factors associate with the chromatin of transcribed genes all over the genome (29–31), suggesting a general role of these proteins in transcription. However, no evidence exists for a genome-wide function of TREX-2 in transcription, and whether or not its components bind to genes remains unknown.

An important feature of yeast TREX-2 mutants is their high level of transcription-associated hyperrecombination (TAR), which supports a connection among mRNA export, transcription and genome instability (12,16,26,32). The TAR phenotype is common to other mutants involved in transcription and mRNA export, such as THO, Sub2, Npl3 or Mex67, as well as other RNA processing mutants from yeast to human cells (30,33,34). TAR is believed to occur as a consequence of several mechanisms. First, a putatively stalled RNAPII would increase negative supercoiling behind transcription, leading to the accumulation of single-stranded DNA (ssDNA). This ssDNA is more susceptible to the action of nucleases, genotoxic agents and the human activation-induced cytidine deaminase (AID), as has been shown for TREX-2 and other related mutants (26,30,35). Second, transcription would constitute an obstacle for replication fork (RF) progression, leading to strong replication impairment at transcribed genes (29). However, there is no evidence connecting TAR and replication in TREX-2 mutants.

In this work, the genome-wide function of TREX-2 is analyzed. Thp1 and Sac3 mutations are shown by microarray analyses to lead to a down-regulation of long, G+C-rich and highly transcribed genes. Comparison of TREX-2 mutant expression profiles with those of THO mutants supports the idea that Thp1 and Sac3 act as a functional unit, playing a role in gene expression different from that of the THO complex. By ChIP-chip, we show that Thp1 and Sac3 bind to highly transcribed genes in a gradient manner towards their 3′ ends, similar to the THO subunit Hpr1. Interestingly, depletion of Thp1 or Sac3 leads to a strong genome-wide replication impairment detected by accumulation of the replicative Rrm3 helicase at highly transcribed genes and other regions that is stronger in *sac3Δ* cells. Taken together, our results provide evidence that Thp1 and Sac3 function in highly expressed genes all over the genome and help prevent transcription–replication collisions that cause genome instability.

## MATERIALS AND METHODS

### Yeast strains and molecular biology

Plasmids pCM184 and pCM184RNH1 were described previously (30,36). Yeast strains used in this study are listed in Supplementary Table S2. Yeast genetics and molecular biology methodologies, including protein extractions and westerns, were performed using standard procedures.

### Microarray gene expression analysis

Microarray determination of total RNA was performed using the Affymetrix platform, as previously described (29). Briefly, total RNA was isolated from wild-type and mutant strains and the RNA was extracted using the RNeasy Midi Kit (Qiagen). RNA levels for all yeast genes were determined using an Affymetrix microarray scanner. For each strain, microarray analysis was conducted in triplicate and the values presented represent the average of these three determinations. The expression data can be accessed at Gene Expression Omnibus (GSE56703, GSE56702).

### Microarray validation by RT-qPCR

Total RNA was extracted from exponentially growing cells using the RNeasy Mini Kit (Qiagen) and cDNA was obtained by the Quantitec Reverse Transcription Kit (Qiagen). qPCR reactions were performed from 1 μl of cDNA following the manufacturer's instructions. RNA levels were determined by relative quantitation normalized to the *SCR1* gene, transcribed by RNAPIII. Primers used are listed in Supplementary Table S3.

### ChIP-chip experiments

*S. cerevisiae* oligonucleotide tiling microarrays were provided by Affymetrix. The high-density oligonucleotide arrays used are able to analyze yeast chromosomes at a 300-bp resolution, each of the 300-bp region being covered by at least 60 probes. ChIP-chip of asynchronously growing cells was carried out as described (37,38). Briefly, we disrupted 1.5×10^7^ cells by multi-beads shocker (MB400U, Yasui Kikai, Japan), which was able to keep cells precisely at lower than 6°C during disruption by glass beads. Anti-FLAG monoclonal antibody M2 (Sigma-Aldrich) was used for ChIP. ChIP DNA was purified and amplified by random priming using a WGA2 kit (Sigma-Aldrich) and following the manufacturer's procedure. A total of 4 μg of amplified DNA was digested with DNase I to a mean size of 100 bp, purified, and the fragments were end-labeled with biotin-N6-ddATP23. ChIP-chip experiments shown with Thp1-FLAG and Sac3-FLAG are one per strain analyzed, which gave identical results. Rrm3-FLAG results shown are from two repetitions made for each strain analyzed, the data being normalized by the quantile method. The ChIP-chip data can be accessed at Gene Expression Omnibus (GSE56703, GSE56700).

### Statistical analysis of genome-wide data

Microarray data analysis of gene expression was performed using the dChip application software (http://www.dchip.org) (39). All arrays were normalized with PM probes (invariant set normalization and model-based expression) and the outliers treated as missing data in the subsequent analyses. A filter was used to select only *S. cerevisiae* genes. Model-based expression values are represented as arbitrary units (A.U.) in linear scale. For each strain, the expression profile was compared with its isogenic wild type and the genes showing at least a 1.5-fold expression change considered as altered (parameters: absolute difference between signal in mutant versus wild type >100; difference *P*-value <0.05). Genes with model-based expression values below 600 (the median expression value of meiotic genes in our experiments) in at least 50% of the samples were removed before the comparisons to reduce the false positives. Heatmaps were done with the Multiexperiment Viewer application software (http://www.tm4.org) considering the 50% of genes with major signal fold-change. Hierarchical clustering was performed by the complete linkage method according to a Pearson's correlation.

ChIP-chip data were analyzed using the Tiling Array Suite software (TAS) from Affymetrix, as previously described (30). TAS produces, per probe position, the signal and the change *P-*value, taking into account the probes localized within a given bandwidth around the inspected probe. Protein chromosomal distribution was then analyzed by detecting binding clusters, which were defined as ranges within the chromosome respecting the following conditions: estimated signal (IP/SUP-binding ratio) positive in the whole range; *P*-value<0.01, minimum run of 100 bp and maximum gap of 250 bp. The results were visualized with the UCSC Genome Browser, developed and maintained by the Genome Bioinformatics Group (Center for Biomolecular Science and Engineering at the University of California, Santa Cruz) (http://genome.ucsc.edu/). For statistical analysis of the functional and structural features of the genes, model-based expression levels were taken from microarray of W303-1A (29). Distribution of binding sites along genes was carried out as previously described (29).

### ChIP analyses

Recruitment of Rrm3 to chromatin was determined by ChIP analyses as previously described (40). The Wizard SV Gel and PCR clean-up system (Promega) was used for the last DNA purification step. Primers used are listed in Supplementary Table S3. The PCR product of the intergenic region at positions 9716–9863 of chromosome V was used as a negative control. Quantitative PCR and calculations of the relative abundance of each DNA fragment were performed as described (41). For each experiment, the DNA ratios in the different regions were calculated relative to the amount of the intergenic region. Average and standard error of the mean of three independent experiments are shown.

## RESULTS

### Thp1 and Sac3 act as a functional unit in the regulation of global gene expression

Transcription from artificial reporters is impaired in TREX-2 mutants, a phenomenon linked to their mRNA export defects and TAR phenotype (12,26,27). To assess whether these transcription defects apply to the whole genome, microarray analyses of gene expression were performed in *thp1Δ*, *sac3Δ* and *sus1Δ* cells, comparing the data to those of the THO mutants *hpr1Δ*, *tho2Δ* and *sub2Δ* (29). Genes with mRNA levels at least 1.5-fold above or below the wild-type levels and a *P* < 0.05 were selected for analysis. We excluded those with expression values below the median for meiotic genes in our experiments, taken as the cutoff for non-expression values, in order to reduce the false positives. We found a different number of de-regulated genes in the six mutant strains, *tho2Δ*, *sub2Δ* and *thp1Δ*, these being the mutants with the highest impact on gene expression, with 711, 912 and 992 de-regulated genes, respectively (Supplementary Table S1).

Hierarchical clustering of the mutant expression profiles showed that *thp1Δ* and *sac3Δ* were clearly similar between them but different from THO and *sub2Δ* mutants (Figure 1A). This is consistent with Thp1 and Sac3 being a structural and functional unit working in mRNA export (12,18). *sus1Δ* cells had the most different profile from the other mutants. Even though small differences could be observed between *thp1Δ* and *sac3Δ* expression profiles (Figure 1A), a high correlation was seen between the mutant expression profiles of both mutants (Pearson's *R* correlation coefficient = 0.7580), as well as between those of THO mutants and *sub2Δ* (*R* = 0.6963 – 0.8946) (Figure 1B). However, the profiles of these five mutants did not correlate with that of *sus1Δ* (*R* = –0.1974 – 0.2942; Figure 1B and Supplementary Figure S1A). We conclude that Thp1 and Sac3 work as a functional unit modulating gene expression, the effects of their depletion being different from those of THO, Sub2 and Sus1. Therefore, we decided to continue the work with Thp1 and Sac3, as the most functionally significant subunits.

**Figure 1.**
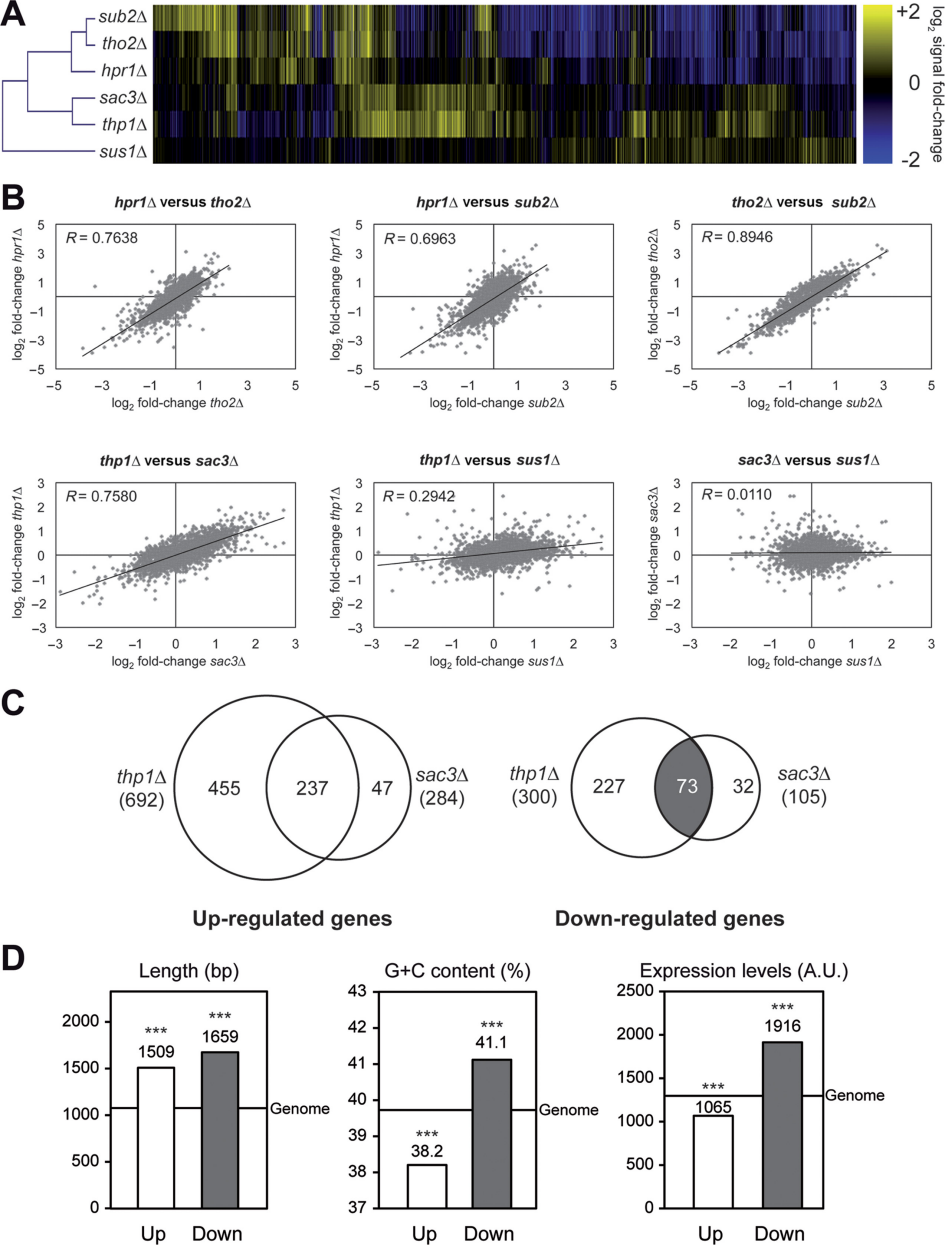
Microarray expression analysis of genes affected by THO, Sub2 and THSC/TREX-2 mutations. (**A**) Clustering of the expression profiles of THO–Sub2 and Thp1–Sac3 mutants. Heat-map of the 50% of genes with major log_2_ signal fold-change in THO, Sub2 and THSC/TREX-2 mutants compared to wild type is shown. (**B**) Correlation analysis between the expression profiles of THO–Sub2 and THSC/TREX-2 mutants. Scatter plots showing correlation among the log_2_ signal fold-change of THO–Sub2 (top) and THSC/TREX-2 (bottom) mutants. A linear regression line and the Pearson's R correlation coefficient are plotted per graph. (**C**) Overlap between de-regulated genes in *thp1Δ* and *sac3Δ* mutants. Venn diagrams representing the genes whose expression is significantly changed (*P* < 0.05, fold-change > 1.5) in *thp1Δ* and *sac3Δ* cells. The complete list of genes can be found in the Supplementary Dataset II. (**D**) Functional and structural features of the de-regulated genes in *thp1Δ* and *sac3Δ* mutants. Statistical analysis of length, G+C content and model-based expression levels for genes whose expression levels are coincidently affected in *thp1Δ* and *sac3Δ* cells. Median values are shown and a line represents the genome median. ***, *P* < 0.001 (Mann–Whitney's *U*-test) as compared to the genome median. Genes showing expression levels below the median of the meiotic genes in our experiments in at least 50% of the samples were removed from the comparison.

We then analyzed the genes whose expression was de-regulated in *thp1Δ* and *sac3Δ* cells according to the microarray data. Consistent with the clustering results, we observed a high overlap between up- and down-regulated genes in both strains (*P* < 0.0001), with most up- (83%) and down-regulated genes (70%) in *sac3Δ* cells being coincident with those of *thp1Δ* (Figure 1C). This overlap was lower when compared with de-regulated genes of *hpr1Δ* cells, as only 18–36% of de-regulated genes in *hpr1Δ* overlapped with those of *thp1Δ* or *sac3Δ* (Supplementary Figure S1B). Statistical analysis of the structural and functional features of the 237 up-regulated and 73 down-regulated genes that were coincident between *thp1Δ* and *sac3Δ* cells showed that both groups of genes were longer than the genome median (Figure 1D; *P* < 0.001). Whereas up-regulated genes were G+C-poor and poorly expressed, down-regulated genes were G+C-rich and highly expressed (Figure 1D; *P* < 0.001), similar to the results of THO mutants (Supplementary Figure S2), and in contrast to the general tendency of long genes in yeast that are G+C poor (42). Gene ontology analyses showed a high variety of biological processes enriched in the up-regulated genes, such as transcription, mRNA processing, chromosome segregation and cell cycle (Supplementary Dataset I), while down-regulated genes were only enriched in ion transport genes, suggesting that this down-regulation was specific of long, G+C-rich and highly expressed genes, independent of function. Changes in gene expression were validated by RT-qPCR for some up- and down-regulated genes in *thp1Δ* and *sac3Δ* cells as indicated (Supplementary Figure S3). Altogether, our results indicate that Thp1 and Sac3 have a relevant function in the expression of highly transcribed genes.

### Genome-wide recruitment of Thp1 and Sac3 to active genes

To analyze the binding of Thp1 and Sac3 to the genome, ChIP-chip experiments were performed with yeast strains carrying both proteins FLAG-tagged. 

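ChIP-chip recovers the DNA bound to a tagged protein with an antibody and reads it on a tiling microarray, whose short probes follow each other along the chromosomes. Thp1-FLAG and Sac3-FLAG were each analyzed in 1 array experiment with asynchronously growing cells, so there was 1 list of binding clusters per protein and no replicate list. The methods give 4 µg of amplified DNA per array, and the sample labels give 5 µg. The authors computed the IP/SUP signal and its P-value at each probe position with the Tiling Array Suite, and defined a cluster as a range with positive signal, a P-value below 0.01, a minimum run of 100 bp and a maximum gap of 250 bp. The deposited lists hold the chromosome, start and end of each cluster, with no signal or P-value, and name no genome build. In both lists clusters were at least 100 bp long and did not overlap. The Thp1 list held 2485 clusters with a mean size of 544 ± 1105 bp (SD across clusters) and a median of 265 bp. The Sac3 list held 2282 clusters with a mean of 588 ± 1157 bp and a median of 277.5 bp. Clusters covered 11.2% of the genome for Thp1 and 11.1% for Sac3, over a span of 12069093 bp that was taken from the highest cluster end on each chromosome in any list analyzed here. The number of arrays limits the precision, and no difference between the proteins could be set against a spread between replicates. With clusters of at least 300 bp, the stated resolution of the array, 1038 Thp1 and 1026 Sac3 clusters were left.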

ChIP-chip data were subjected to computational analysis to obtain a genomic map distribution. We found that binding of the two TREX-2 subunits to the genome was highly similar (*R* = 0.9192; Figure 2). 

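A pair of clusters was counted as shared when they had at least 1 bp in common. Of the 2485 Thp1 clusters, 1952 (78.6%, 95% Wilson interval 76.9 to 80.1%) shared DNA with a Sac3 cluster. In the other direction, 1925 of the 2282 Sac3 clusters (84.4%, interval 82.8 to 85.8%) shared DNA with a Thp1 cluster. These intervals cover counting error only, and neighboring clusters are not independent. To obtain the overlap that chance placement gives, one list was rotated along each chromosome by a random distance 10000 times, which keeps the number, size and spacing of its clusters. The median of the rotations was 19.3% for Thp1 clusters and 20.6% for Sac3 clusters, and the observed overlap lay outside every rotation in both directions (two-sided permutation test by rotation, p = 0.0001, the smallest that the rotations can give; Benjamini-Hochberg adjusted over 9 rotation tests, 0.0001). This test compares the lists with chance placement on the genome and not conditions. A preference for ORFs or an array background common to both lists would also exceed the rotations, so the test does not separate these from joint binding. Both lists had 1138294 bp in common, which was 84.1% of the bases in Thp1 clusters and 84.8% of those in Sac3 clusters. When at least 50% of each cluster had to be in common, the choice that lowered the overlap most, 66.8% of Thp1 and 72.8% of Sac3 clusters were shared. The signal behind the correlation coefficient in the study was not analysed here. From the similar binding and the genes in common, the paper concludes that Thp1 and Sac3 act as a complex that associates with transcribed regions.

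**Figure D1:**
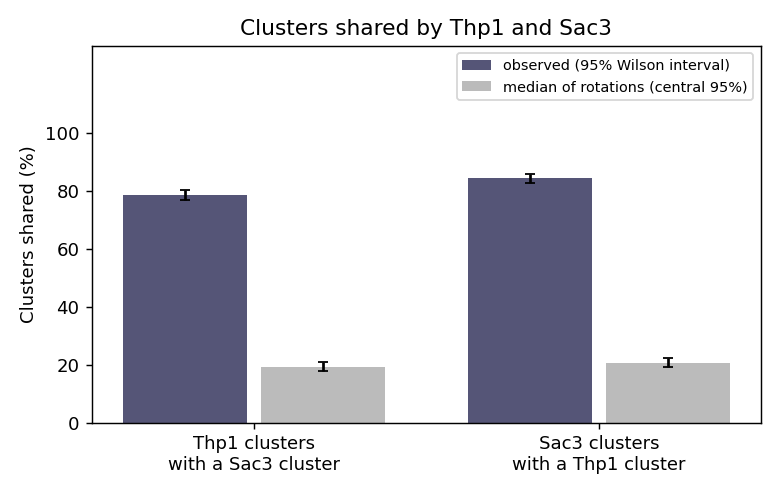
Percentage of clusters shared by the Thp1 and Sac3 lists (y axis), for Thp1 clusters and for Sac3 clusters. Dark bars are the observed values with 95% Wilson intervals, and light bars are the median of 10000 rotations with their central 95%; the observed bars stand at 78.6% and 84.4%, the rotation bars at 19.3% and 20.6%.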

Statistical analysis revealed that 69.3% and 69.8% of Thp1 and Sac3 binding clusters, respectively, peaked inside Open Reading Frames (ORFs). Thp1 and Sac3 were significantly enriched in a similar number of genes (2131 and 1996, respectively), most of them coincident (74.1%; *P* < 0.0001) and with a high correlation of recruitment levels (*R* = 0.8987; Figure 3A). These results indicate that Thp1 and Sac3 act as a complex that associates with transcribed DNA regions.

**Figure 2.**
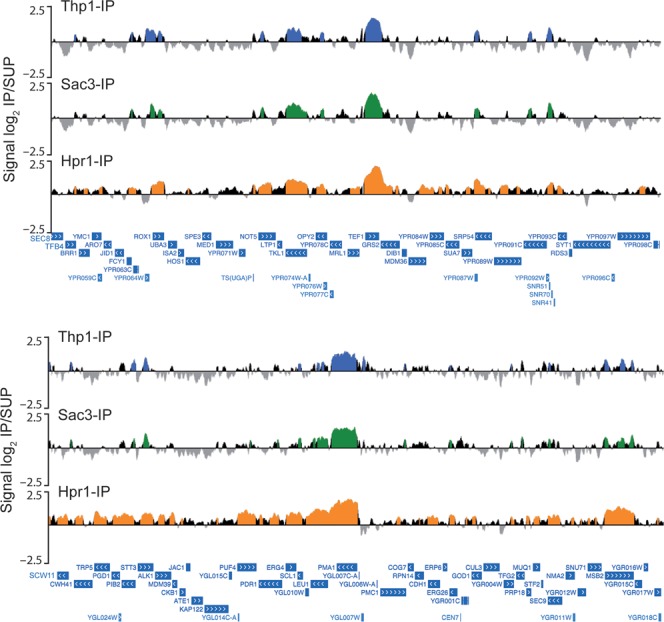
Recruitment pattern of Thp1, Sac3 and the THO complex to ORFs. ChIP-chip analysis of Thp1-FLAG, Sac3-FLAG and Hpr1-FLAG binding to the whole genome. Two genomic fragments from chromosomes XVI and VII are shown, with enrichment values represented as signal log_2_ IP/SUP ratio. Blue (Thp1-IP), green (Sac3-IP) and orange (Hpr1-IP) histograms (online version) represent the significant binding clusters (*P* < 0.01, minimum run >100 bp, maximum gap <250 bp). Genes and other features are represented according to the *Saccharomyces* Genome Database (SGD) as blue bars and white arrows in relation to the direction of transcription.

**Figure 3.**
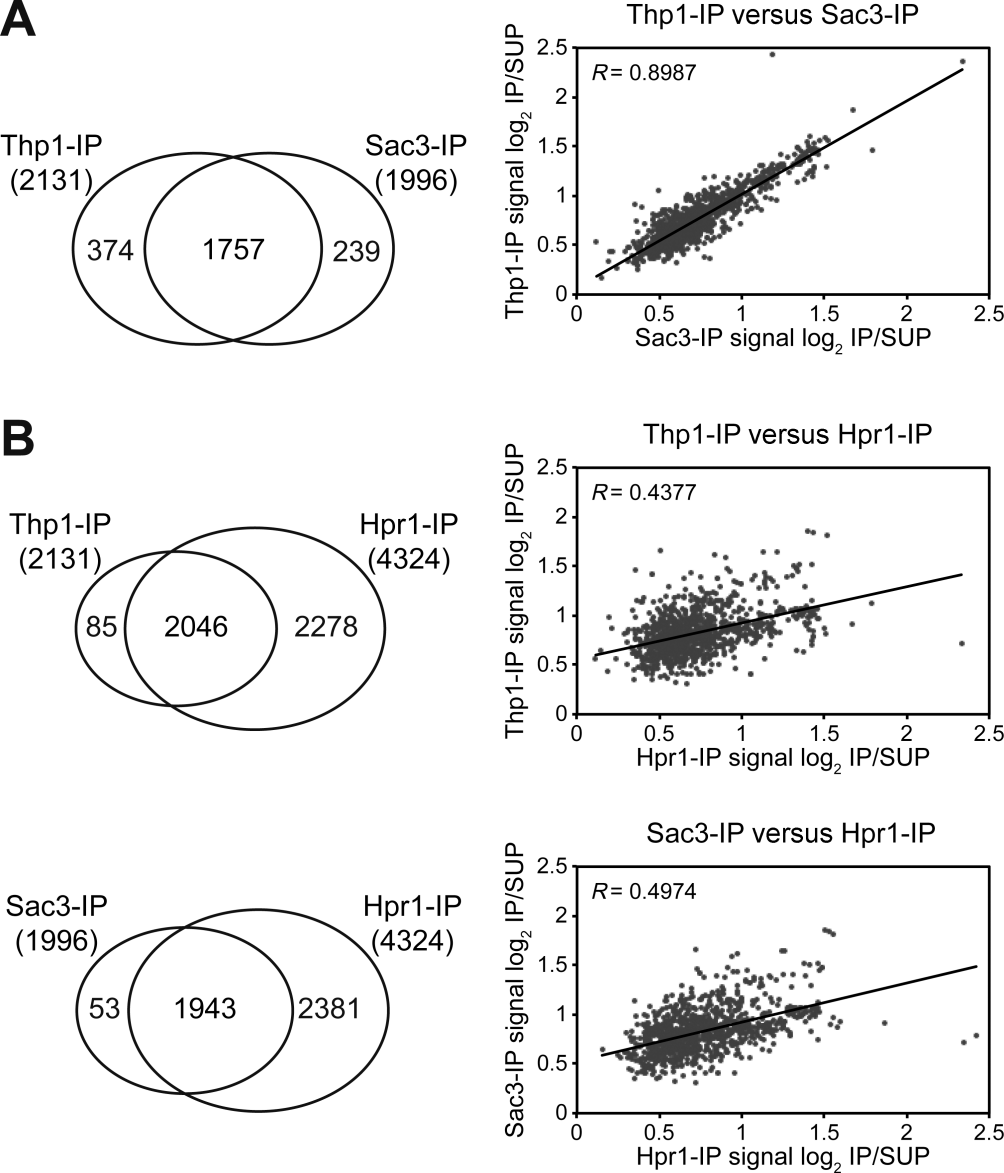
Analysis of Thp1- and Sac3-enriched genes compared to Hpr1. (**A**) Correlation between Thp1- and Sac3-enriched genes. Left, Venn diagram showing the overlap between Thp1- and Sac3-enriched genes in ChIP-chip analyses. Right, scatter plot showing correlation between Thp1 and Sac3 enrichment levels in the common ORFs. (**B**) Correlation among Thp1-, Sac3- and Hpr1-enriched genes. Left, Venn diagrams showing the overlap between Thp1-, Sac3- and Hpr1-enriched genes in ChIP-chip analyses. Right, scatter plots showing correlation between Thp1, Sac3 and Hpr1 enrichment levels in the common ORFs. A linear regression line and the Pearson's R correlation coefficient are plotted per scatter plot. The complete list of genes can be found in the Supplementary Dataset II.

We then compared the distribution of Thp1 and Sac3 with that of the THO subunit Hpr1, previously published (29), and observed that genes associated with Thp1 and Sac3 were also enriched in Hpr1 (Figures 2 and 3B). Correlations between Hpr1 and Thp1 or Sac3 enrichment levels were significant but lower than those of Thp1 and Sac3 (*R* = 0.4377 and 0.4974, respectively; *P* < 0.001; Figure 3B). We conclude that Thp1 and Sac3 function in the genes to which THO also binds. Additionally, Thp1 and Sac3 were also found at telomeres and some ARSs, introns, snRNAs, snoRNAs, and RNAPIII-transcribed genes, as is also the case of Hpr1 (Table 1). 

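The files give no positions of telomeres, so a chromosome end was counted as bound when a cluster lay within 1 kb of it, with the right end taken as the highest cluster end in any list analyzed here. By this construction at least 1 list reaches each right end. The window was set after the positions of the outermost clusters had been seen. Thp1 clusters lay at 30 of the 32 ends and Sac3 clusters at 31 of 32. All 16 left ends, whose position does not depend on the lists, had a cluster of each protein. After random rotation of the clusters the median was 9 ends for each protein (central 95% of rotations 4 to 15; two-sided permutation test by rotation, p = 0.0001 for both, the smallest that 10000 rotations can give). The test treats the ends as independent. If the array read a sequence repeated at several ends alike, they would not be, and this was not tested. With the window extended to 1300 bp the numbers were 31 and 32 ends. With a window of 300 bp, also chosen after the positions had been seen, they were 30 ends for each protein. ARSs, introns, snRNAs, snoRNAs and RNAPIII-transcribed genes were not analysed here.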

Sac3 was also found at seven centromeres, where non-significant peaks of Thp1 were also detected (Supplementary Figure S4). This may suggest an additional function of Sac3 (and maybe Thp1) in chromosome segregation. 

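Both proteins had clusters on all 16 chromosomes. Sac3 had between 158 clusters per Mb on chromosome XI and 252 on chromosome I. Thp1 had between 156 clusters per Mb on chromosome VI and 274 on chromosome I, apart from chromosome IV, where it had 311 per Mb against 185 for Sac3. On chromosome IV there were 476 Thp1 and 284 Sac3 clusters, whereas on the other 15 chromosomes the lists held 2009 and 1998. On chromosome IV 56.3% of Thp1 clusters shared DNA with a Sac3 cluster, against 78.5 to 89.7% on the other chromosomes. In the other direction, 98.2% of Sac3 clusters on chromosome IV shared DNA with a Thp1 cluster, against 73.7 to 89.7% on the other chromosomes. The difference in number was found by looking through all chromosomes and rests on 1 array per protein. The longest stretch without a cluster measured 44838 bp for Thp1, on chromosome XVI, and 46489 bp for Sac3, on chromosome XIV.

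**Figure D2:**
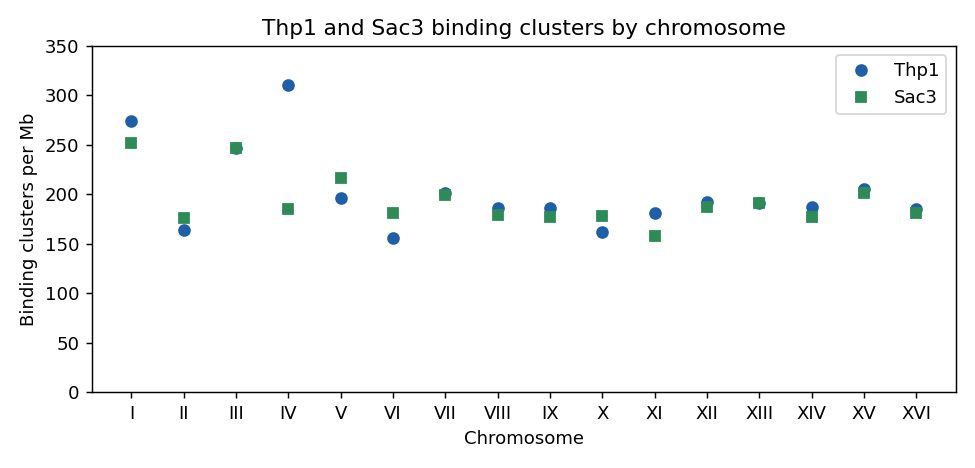
Number of Thp1 (circles) and Sac3 (squares) binding clusters per Mb (y axis) on each chromosome (x axis), 1 list per protein. Chromosome IV stands apart, with 311 Thp1 and 185 Sac3 clusters per Mb.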

Altogether, these data suggest a role of Thp1 and Sac3 in transcribed genes all over the genome, most of which share a similar pattern of THO distribution.

**Table 1.** Genomic features mapped by different ChIP-chip binding clusters

Genomic feature	Thp1-IP	Sac3-IP	Hpr1-IP	Rrm3-IP WT	Rrm3-IP *thp1Δ*	Rrm3-IP *sac3*Δ	Total genome
*ORFs*	2131	1996	4324	3926	4190	5520	6607
*Centromeres*	0	7	0	4	12	16	16
*Telomeres*	30	30	30	30	30	31	32
*ARS*	42	45	78	89	87	222	337
*Introns*	74	105	136	121	191	245	376
*snRNAs and snoRNAs*	15	23	35	23	61	68	83
*RNAPIII-transcribed*	36	39	57	75	211	237	309

### Preferential accumulation of Thp1 and Sac3 at the 3′ end of highly transcribed genes

Next, we analyzed the structural and functional features of the TREX-2-bound genes detected in the ChIP-chip experiments. We found that they were significantly longer, G+C-richer and more highly expressed than the genome median (*P* < 0.001; Figure 4A). Gene ontology analyses of these ORFs revealed that they were enriched in a large variety of biological processes (Supplementary Dataset I), specially ribosome-related genes, which are highly expressed genes in yeast. Interestingly, a good correlation was found between Thp1 and Sac3 binding and expression levels in TREX-2-enriched genes, similar to that obtained for Hpr1 (Supplementary Figure S5). This suggests that the higher the expression level of the gene, the higher the detection capacity of these proteins by ChIP. In addition, we found that Thp1-bound genes significantly overlapped with down-regulated genes in *thp1Δ* cells (*P* < 0.05), but not with up-regulated genes (*P* = 0.2926; Supplementary Figure S6), in agreement with a specific down-regulation of the genes to which Thp1 binds. This effect was not clearly seen in Sac3-bound genes, probably due to the lower number of de-regulated genes in *sac3Δ* cells (Supplementary Figure S6). We conclude that TREX-2 accumulates at highly transcribed chromatin, consistent with its role in transcription and mRNA export.

**Figure 4.**
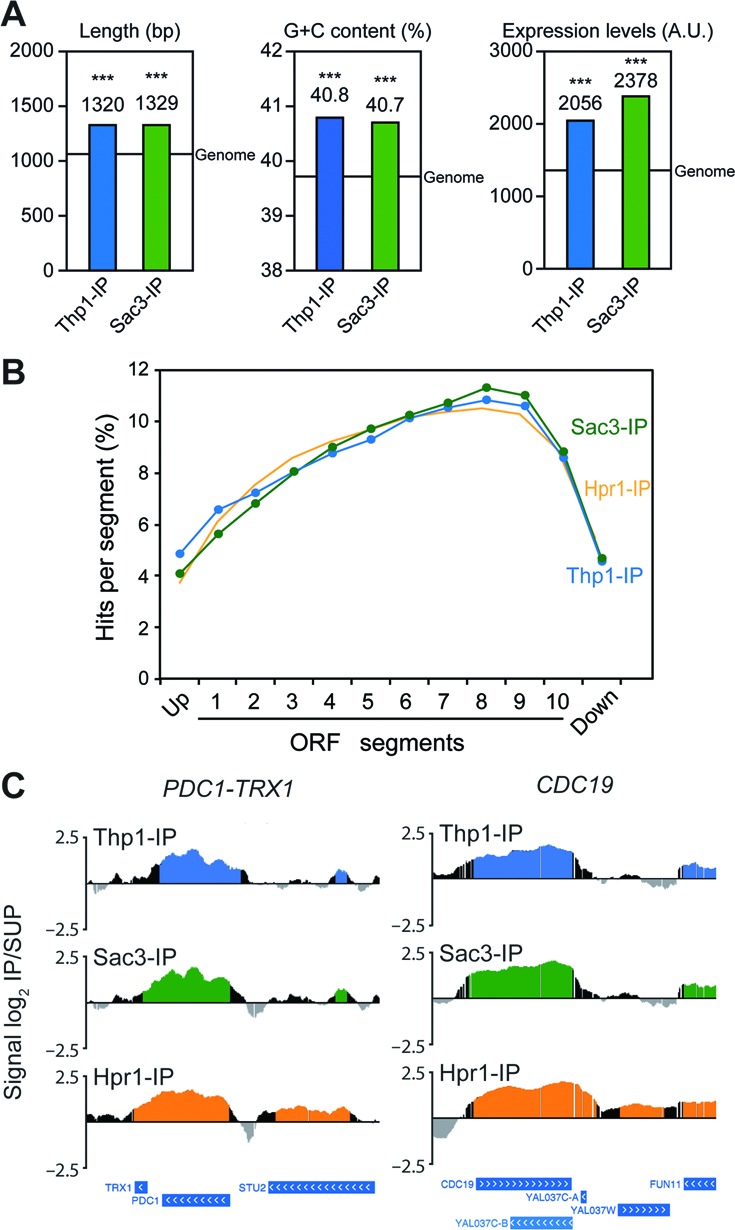
Thp1 and Sac3 accumulate towards the 3′ end of highly transcribed genes. (**A**) Functional and structural features of Thp1- and Sac3-enriched genes. Statistical analysis of length, G+C content and model-based expression levels for genes mapped by Thp1 and Sac3 clusters obtained in ChIP-chip experiments. Median values are shown; a line represents the genome median. ***, *P* < 0.001 (Mann–Whitney's *U*-test) as compared to genome median. Genes showing expression levels below the median of the meiotic genes in our experiments in at least 50% of the samples were removed from the comparison. (**B**) Distribution of Thp1 and Sac3 along the genes. Composite profile of Thp1 and Sac3 occupancy detected by ChIP-chip across the average ORF plotted as Thp1 or Sac3 percentage of ChIP clusters per segment. For this analysis, ORFs were subdivided in 10 segments independently of the ORF size plus two additional upstream and downstream segments of the same length. The binding distribution of Hpr1 (29) is shown for comparison. (**C**) Binding of Thp1 and Sac3 to highly expressed genes in an increasing gradient towards their 3′ end. Thp1, Sac3 and Hpr1 distribution at the highly transcribed *PDC1-TRX1* and *CDC19* loci, represented as signal log_2_ IP/SUP ratio. Blue (Thp1-IP), green (Sac3-IP) and orange (Hpr1-IP) histograms (online version) represent the statistically significant binding clusters (*P* < 0.01, minimum run >100 bp, maximum gap <250 bp). Genes and other features are represented according to the SGD.

Finally, the relative distribution of Thp1 and Sac3 along the length of the ORFs was analyzed by subdividing them into 10 equal segments independent of ORF size. Additional upstream (5′) and downstream (3′) segments of the same length were taken as promoter and terminator regions, respectively, as previously described (29). The distribution of the proteins along the ORFs was determined by the percentage of ChIP-chip clusters mapping on each segment. We found that Thp1 and Sac3 distribution increased gradually towards the 3′ end of the genes, while they bind poorly to the promoter and terminator regions, similarly to Hpr1 (Figure 4B and C). To assess whether Thp1 and Sac3 loading to the genes was dependent on the nascent mRNA, we analyzed their distribution along genes of different length intervals. As shown in Supplementary Figure S7, this distribution was independent of gene length, as the gradient recruitment of TREX-2 proteins to the 3′ end occurred in a similar manner in gene populations of different lengths. Altogether, these results suggest that Thp1 and Sac3 bind co-transcriptionally to highly expressed genes, accumulating preferentially at their 3′ ends.

### Genome-wide replication impairment in *sac3Δ* cells as detected by Rrm3 accumulation

Genetic instability observed in several mRNA export mutants has been reported to be a consequence of global replication impairment. This has been shown by the genome-wide accumulation of the replicative Rrm3 helicase, which is required for the progression of RFs through obstacles in the DNA, including highly transcribed genes (43,44). 

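Rrm3 is a DNA helicase that travels with the replication fork, and its accumulation on DNA is used to locate obstacles to replication. For Rrm3-FLAG the methods state 2 repetitions per strain, normalized by the quantile method, with clusters called as for Thp1 and Sac3. A single list of clusters was analyzed here, that of sac3Δ cells. It was taken to combine both repetitions, because the methods give 2 for the results shown, and the list itself does not say so. The spread between the repetitions is therefore not known. This list comes with the series and not with a sample, and was assigned to sac3Δ by its title, with a number and mean size of clusters close to those stated for this strain. Those values are for this reason not an independent check of the list. The Rrm3 lists of wild-type and thp1Δ cells were not analysed here, so no comparison between strains was made. The list gives the chromosome, start and end of each cluster and names no genome build.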

To assess whether replication impairment occurs in TREX-2 mutants, ChIP-chip analyses were performed with an Rrm3-FLAG fusion protein in wild-type, *thp1Δ* and *sac3Δ* cells, elaborating a genomic map distribution. 

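In sac3Δ cells, Rrm3 clusters lay on all 16 chromosomes at a similar density, from 544 clusters per Mb on chromosome XII to 629 on chromosome V. Their coverage ranged from 38.1% of chromosome XI to 49.3% of chromosome I. The longest stretch without an Rrm3 cluster measured 7552 bp, on chromosome IV. There were no replicate lists against which the differences between chromosomes could be set.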

We found that Rrm3 was distributed all over the genome in the three analyzed strains (Supplementary Figure S8). However, as can be seen in Figure 5, Rrm3 clusters were more abundant in *sac3Δ* cells (7103 Rrm3 clusters versus 5261 in wild type; 5197 in *thp1Δ*). 

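The list of sac3Δ cells held 7102 Rrm3 clusters. Of these, 4926 were at least 300 bp long, and 6812 were left without the clusters within 20 kb of a chromosome end. The numbers in wild-type and thp1Δ cells could not be set beside these, as their lists were not analysed here.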

The low Rrm3-IP signal in *thp1Δ* cells may be due to a less efficient immunoprecipitation in this strain as a consequence of its growth defect, which would lead to a lower proportion of cells in S phase and thus a lower detection of Rrm3. 

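Rrm3 clusters in sac3Δ cells had a mean size of 735.9 bp with an SD across clusters of 1023 bp, and a median of 457 bp. Their sizes ran from 100 to 38099 bp, so that the mean lay above the median. Together they measured 5226462 bp, which is 43.3% of the span of 12069093 bp from the chromosome starts to the highest cluster ends. Leaving out clusters under 300 bp, the choice that moved the coverage most, gave 39.6%. The clusters did not overlap, so no base was counted more than once.

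**Figure D3:**
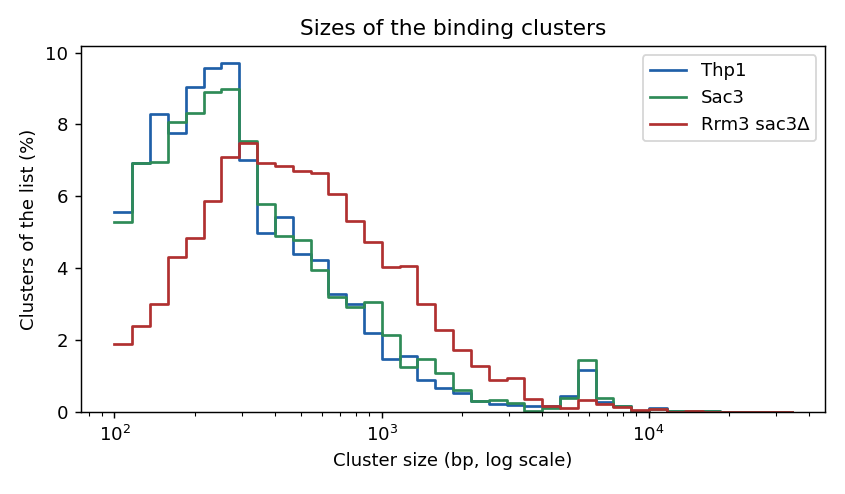
Sizes of the binding clusters of Thp1, Sac3 and Rrm3 in sac3Δ cells (x axis, bp on a log scale) as the percentage of the clusters of each list (y axis), 1 line per list. The median Rrm3 cluster measures 457 bp.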

Importantly, however, Rrm3 clusters were significantly longer in both mutants (average size of 736 bp in *sac3Δ* and 620 bp in *thp1Δ* versus 475 bp in wild type, *P* < 0.001), covering 32% of the genome in *sac3Δ* cells and 27% in *thp1Δ* versus 21% in the wild type. This indicates that replication obstacles accumulate in the absence of Sac3 and Thp1, this effect being stronger in *sac3Δ* cells, which lack the major subunit of the complex. Western analyses showed that this genome-wide increase in Rrm3 recruitment was not due to an increase in total Rrm3-FLAG protein levels (Supplementary Figure S9). In addition, the percentage of clusters mapping at ORFs was also higher in the mutants than in the wild type (87.6% in *sac3Δ* and 83% in *thp1Δ* versus 76.0% in the wild type), consistent with RF stalling occurring preferentially at transcribed genes and correlating with the distribution of Sac3 and Thp1 in these regions (Figures 2–4). The data are consistent with the accumulation of replication stalls in TREX-2 mutants, but the fact that double mutants *thp1Δ rrm3Δ* and *sac3Δ rrm3Δ* are viable (Supplementary Figure S10) suggests that Rrm3 is not essential for replication resumption.

**Figure 5.**
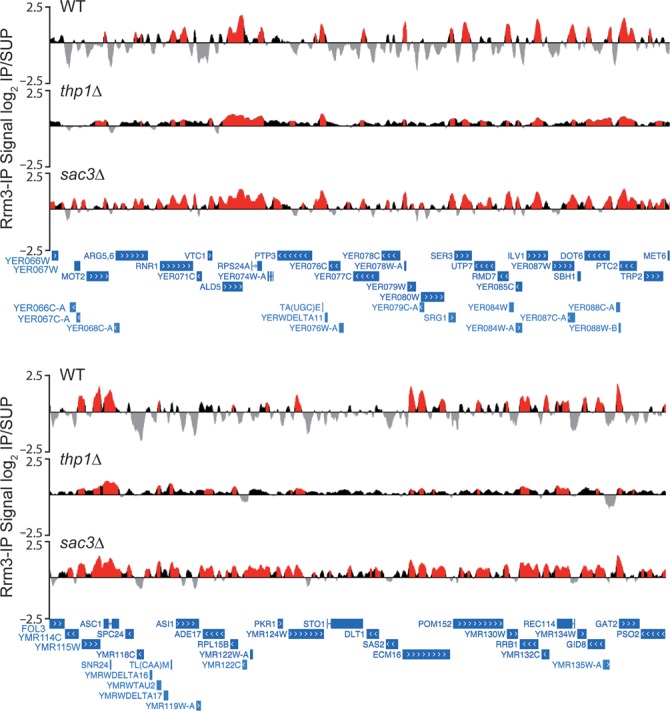
Genome-wide Rrm3 recruitment in *thp1Δ* and *sac3Δ* cells. Analysis of Rrm3-FLAG binding to the whole genome by ChIP-chip. Two genomic fragments from chromosomes V and XIII are shown, with enrichment values represented as the signal log_2_ IP/SUP ratios. Red histograms (online version) represent the significant Rrm3 binding clusters (*P* < 0.01, minimum run >100 bp, maximum gap <250 bp). Genes and other features are represented according to the SGD.

Analysis of the ORFs mapped by Rrm3 revealed that it was enriched in the same genes in wild-type and mutant cells, plus a high number of additional ones in the mutants, specially in *sac3Δ* (3926 in the wild type versus 4190 genes in *thp1Δ* and 5520 genes in *sac3Δ*; Supplementary Figure S11A), indicating that replication impairment extends to more genes in the absence of Thp1 or Sac3. The enrichment levels of Rrm3 at the common genes were highly correlated between wild type and mutants (*R* = 0.5143 for *thp1Δ* and *R* = 0.7721 for *sac3Δ*; Supplementary Figure S11B). Interestingly, most genes associated with Thp1 or Sac3 overlapped those in which Rrm3 accumulates, especially with those of the mutants (Supplementary Figure S11C). Correlations of Thp1 and Sac3 enrichment in wild-type cells with Rrm3 enrichment in *thp1Δ* or *sac3Δ* cells, respectively, were higher than with Rrm3 enrichment in the wild type (Figure 6A), suggesting that in the absence of both TREX-2 subunits, Rrm3 accumulates at higher levels in the genes to which they bind. Consistently, Thp1 and Sac3 genomic binding profiles were similar to that of Rrm3, in particular in the mutants (Figure 6B). 

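Clusters of Rrm3 in sac3Δ cells overlapped 2447 of the 2485 Thp1 clusters (98.5%, 95% Wilson interval 97.9 to 98.9%) and 2275 of the 2282 Sac3 clusters (99.7%, interval 99.4 to 99.9%) by at least 1 bp. Because Rrm3 clusters cover much of the genome, chance placement already gives a high overlap, with a median of 62.9% for Thp1 and 64.0% for Sac3 after random rotation. The observed overlap lay above all 10000 rotations for both proteins (two-sided permutation test by rotation, p = 0.0001, the smallest that the rotations can give). In the other direction, 28.7% of the 7102 Rrm3 clusters shared DNA with a Thp1 cluster, against 23.6% after rotation, and 26.7% with a Sac3 cluster, against 22.6% (p = 0.0001 for both by the same permutation test). When at least 50% of each cluster had to be in common, the choice that lowered the overlap most, 25.1% of Thp1 and 22.9% of Sac3 clusters shared DNA with an Rrm3 cluster, against 8.45 and 8.81% after rotation. Rotation removes any preference of the lists for ORFs, where the study maps most clusters of each protein. Lists that share such a preference, or a background common to the arrays, would also exceed the rotations. The test therefore cannot separate these from a specific coincidence of Rrm3 with Thp1 and Sac3. These comparisons of clusters were chosen after the lists had been seen to name no genome build, in place of a comparison of genes. They concern sac3Δ cells, and whether the overlap differs from that in wild-type or thp1Δ cells was not analysed here. From the similar profiles and the correlated enrichment, the paper concludes that replication forks stall preferentially at the genes where Thp1 and Sac3 act.

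**Figure D4:**
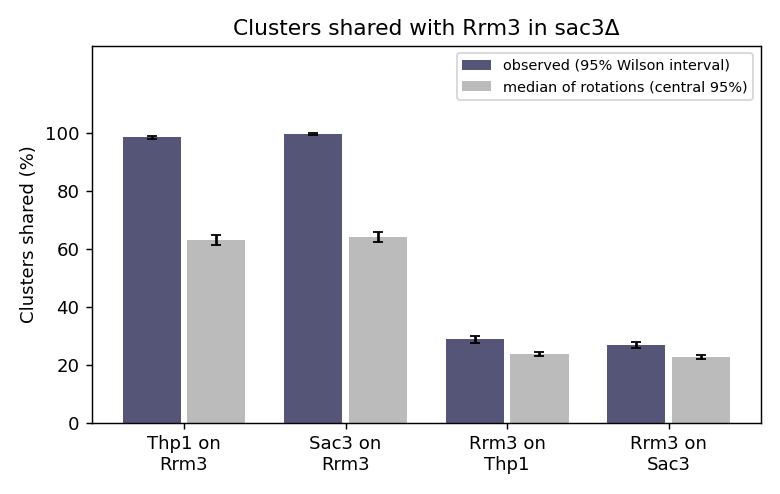
Percentage of clusters that overlap a cluster of the other list (y axis), for Thp1 and Sac3 clusters on Rrm3 clusters of sac3Δ cells and for Rrm3 clusters on those of Thp1 and Sac3. Dark bars are the observed values with 95% Wilson intervals, and light bars are the median of 10000 rotations with their central 95%; each dark bar is higher than its light bar, by more for Thp1 and Sac3 clusters than for Rrm3 clusters.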

Taken together, these observations indicate that RF stalls preferentially at genes where Thp1 and Sac3 normally act.

**Figure 6.**
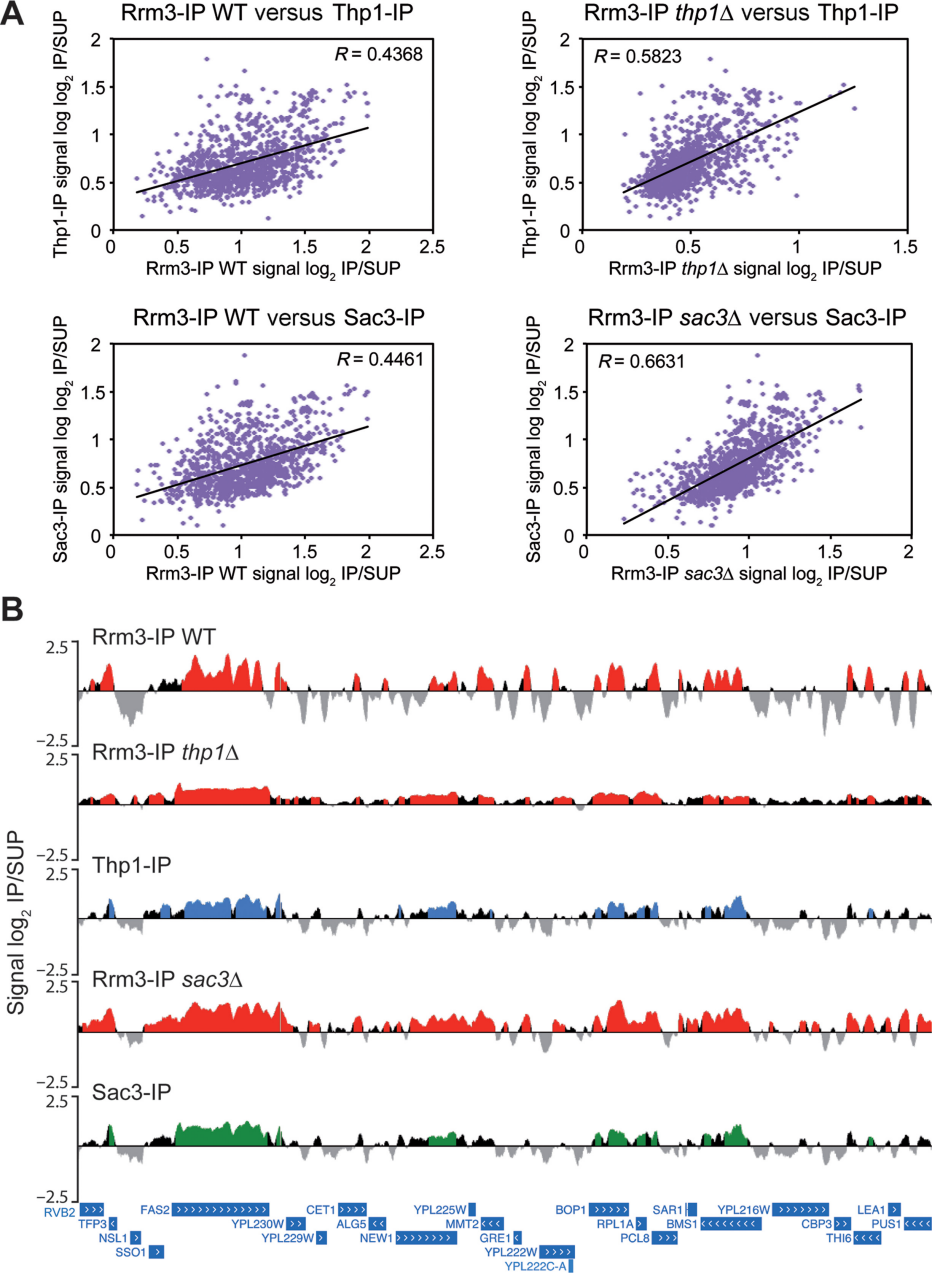
Analysis of Rrm3-enriched genes in wild-type, *thp1Δ* and *sac3Δ* cells. (**A**) Correlation analysis of Thp1, Sac3 and Rrm3 enrichment levels in *thp1Δ* and *sac3Δ* cells. Scatter plots showing correlation among Thp1, Sac3 and Rrm3 enrichment levels in the common ORFs detected by ChIP-chip in wild-type and mutant strains, represented as signal log_2_ IP/SUP ratio. A linear regression line and the Pearson's *R* correlation coefficient are plotted per graph. The complete list of genes can be found in the Supplementary Dataset II. (**B**) Similar distribution of Thp1, Sac3 and Rrm3 along the genome. Thp1, Sac3 and Rrm3 binding to a fragment of chromosome XVI detected by ChIP-chip and represented as signal log_2_ IP/SUP ratio is shown. Red (Rrm3-IP), blue (Thp1-IP) and green (Sac3-IP) histograms (online version) represent the statistically significant protein binding clusters (*P* < 0.01, minimum run >100 bp, maximum gap <250 bp). Genes and other features are represented according to the SGD.

### Rrm3 accumulates at highly transcribed genes in the absence of Sac3

To determine the structural and functional differences between wild-type, *thp1Δ* and *sac3Δ* cells in the genes in which Rrm3 accumulates, we selected the top 500 ORFs with the highest signal log_2_ ratio average in a sliding window of 200 bp, as detected in the ChIP-chip experiments. Statistical analyses revealed that these genes were significantly longer (except for *thp1Δ*), G+C-richer and more expressed than the genome median (*P* < 0.001; Figure 7A), consistent with previous results (29,30). Interestingly, genes in which Rrm3 accumulates at the highest level in *thp1Δ* and *sac3Δ* cells were more expressed than those of the wild type (*P* < 0.001; Figure 7A), suggesting that replication stalling preferentially occurs at the highest transcribed genes in the absence of Thp1 and Sac3. This conclusion is also supported by the correlation between Rrm3 enrichment and expression levels in the 3918 genes enriched in Rrm3 that are common between wild-type and *sac3Δ* cells (*R* = 0.4106 *vs.* 0.2289 in the wild type; Supplementary Figure S12), and in the 3394 genes that are common between wild-type and *thp1Δ* cells (*R* = 0.6313; Supplementary Figure S12). In addition, gene ontology analyses revealed an overrepresentation of genes involved in processes such as gene expression, transport and ribosome biogenesis (Supplementary Dataset I), consistent with those genes being highly transcribed in yeast.

**Figure 7.**
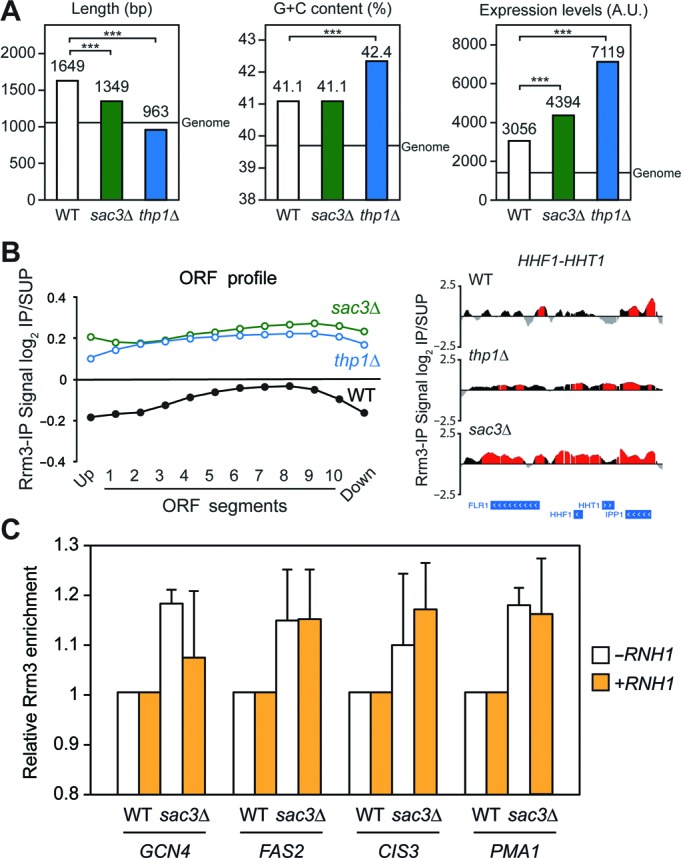
Rrm3 accumulation at highly transcribed genes in the absence of Thp1 and Sac3. (**A**) Functional and structural features of Rrm3-enriched genes. Statistical analysis of length, G+C content and model-based expression levels of the Top-500 genes showing significant Rrm3 enrichment in wild-type, *thp1Δ* and *sac3Δ* cells in ChIP-chip experiments. Median values are shown and a line represents the genome median. ***, *P* < 0.001 (Mann–Whitney's *U*-test) as compared to the wild type. The complete list of genes can be found in the Supplementary Dataset II. (**B**) Rrm3 accumulation at ORFs in *thp1Δ* and *sac3Δ* cells. Left, composite profile of Rrm3 occupancy detected by ChIP-chip across the average ORF, plotted as Rrm3 signal log_2_ IP/SUP ratio average per segment considering total genes, in wild-type, *thp1Δ* and *sac3Δ* cells. Right, Rrm3 distribution at the highly transcribed *HHF1-HHT1* locus in wild-type and *sac3Δ* cells, with enrichment values represented as the signal log_2_ IP/SUP ratio. Red histograms (online version) represent the statistically significant Rrm3 binding clusters (*P* < 0.01, minimum run >100 bp, maximum gap <250 bp). Genes and other features are represented according to the SGD. (**C**) Analysis of R-loop-dependence of Rrm3 accumulation in *sac3Δ* cells. Specific Rrm3-FLAG ChIP analysis using qPCR of four genes showing high Rrm3 enrichment levels in the ChIP-chip experiments, in WRBb-9B (WT) and S3RBb-5B (*sac3Δ*) strains carrying pCM184 (-*RNH1*) or pCM184RNH1 (+*RNH1*) without doxycycline. Data were normalized to wild-type levels. Average and standard error of the mean of three independent experiments are shown.

Next, the relative distribution of Rrm3 along the length of the genes was analyzed, as explained below, using the ChIP-chip data. We found that Rrm3 distribution in wild-type cells increased towards the 3′ end of the genes, being non-detectable or low abundant in the promoter and terminator regions. This accumulation was similar in *thp1Δ* cells and lower in *sac3Δ* cells, suggesting that RF stalling occurs more homogeneously throughout the length of the genes in *sac3Δ* cells (Supplementary Figure S13A). This observation remained the same when genes of different length intervals were plotted (Supplementary Figure S13B). Importantly, we found that the average Rrm3 enrichment levels along the ORFs were higher both in *thp1Δ* and *sac3Δ* cells (Figure 7B), indicating that replication obstacles in genes are more abundant in the mutants. We also found Rrm3 enrichment in *thp1Δ* and *sac3Δ* cells at centromeres, in some of which Sac3 could also be seen in wild-type cells (Supplementary Figure S4), as well as enrichment in ARSs, introns, snRNAs, snoRNAs and RNAPIII-transcribed genes, including tRNAs (Table 1), with the average Rrm3 levels around centromeres, tRNAs and snoRNAs being higher in the mutants (Supplementary Figure S14). Altogether, these results indicate that replication obstacles accumulate preferentially at the highest transcribed genes when Thp1 or Sac3 are absent and extend to more regions than in the wild type.

Finally, since R loops have been suggested as potentially responsible for the genetic instability phenotypes of TREX-2 mutants (26), we analyzed whether replication stalling was linked to R-loop accumulation in *sac3Δ* cells. To assess this, we performed specific Rrm3-FLAG ChIP qPCR experiments in selected genes showing high levels of Rrm3 accumulation in the ChIP-chips. As can be seen in Figure 7C, the high levels of Rrm3 observed in *sac3Δ* cells in these genes were unaffected by RNase H1 overexpression, suggesting that replication stalls detected by Rrm3 are not strictly linked to R-loop accumulation in the sites analyzed.

## DISCUSSION

The factors involved in coupling transcription and mRNA export have been largely studied, although little is known about their roles at the genomic level. Here we show by a genome-wide approach that the Thp1 and Sac3 subunits of the yeast TREX-2 complex are involved in the transcriptional control of a large amount of genes, which is better observed in those highly transcribed. They bind to these genes and prevent transcription–replication collisions all over the genome, as determined by the accumulation of Rrm3 in the absence of these proteins. These findings make TREX-2 a relevant player in transcription that helps prevent transcription-associated genome instability all over the genome.

### Genome-wide function of Thp1–Sac3 at coding and non-coding transcribed genes

The yeast TREX-2 complex is an important mediator of mRNA export whose mutations lead to mRNA export defects and transcription elongation impairment (12,13,15,16,26,27). Here we show that *THP1* and *SAC3* deletions have a similar effect over gene expression, consistent with Thp1 and Sac3 working as a functional and structural unit (12,18) (Figure 1). Thus, down-regulated genes in TREX-2 mutants are long, G+C-rich and highly expressed, independently of their function. This is consistent with the transcription impairment observed in TREX-2 mutants using artificial reporters (12,26,27,32), and similar to the features of down-regulated genes in THO mutants (29), suggesting a common mechanism by which suboptimal mRNPs may have a feedback effect on transcription. However, functional differences may exist between THO and TREX-2, as suggested by the clustering and correlation analyses and by previous results. First, the THO complex is believed to act at the first step of the mRNP biogenesis and export pathway, while TREX-2 functions later, close to the NPC (3). Second, overexpression of the export factors Sub2 and Nab2 has different effects on THO and TREX-2 mutants (12,26,34). Thus, it is likely that the differences observed in the global gene expression analyses may reflect a different impact of THO and TREX-2 mutations over transcription and mRNA export. On the other hand, depletion of Sus1, a TREX-2 component that is also part of the H2B deubiquitinylation module of the SAGA complex, leads to a transcriptional profile clearly different from those of THO, *thp1Δ* and *sac3Δ* mutants. This is consistent with a differential effect of TREX-2 mutations in transcription elongation (27).

Previous studies have shown that Thp1, as well as the module formed by Sac3, Thp1 and Sem1, binds nucleic acids *in vitro* (12,18). Despite this, recruitment of Thp1 and/or Sac3 to the chromatin was not previously reported. Here we show that Thp1 and Sac3 bind to transcribed genes *in vivo*, especially to those long, G+C-rich and highly transcribed (Figures 2–4), according to the features of down-regulated genes in the mutants. This supports a global function of Thp1 and Sac3 in highly transcribed genes. Consistently, several mRNA export factors and NPC components in yeast also associate with transcriptionally active genes (29–31,45,46). Moreover, a recent report showed that human cells depleted of GANP, the Sac3 homolog, had a defect in the export of highly expressed transcripts (47). The genes enriched in Thp1 and Sac3 are also bound by the THO subunit Hpr1, consistent with the idea that both complexes act in the same process. The fact that Hpr1 is enriched in more genes than Thp1 and Sac3 could be due to different detection efficiencies of these proteins, caused by either a lower efficiency of antibody recognition of TREX-2 subunits or a lower stability of Thp1 and Sac3 proteins.

We found that Thp1 and Sac3 accumulate towards the 3′ end of the genes (Figure 4), consistent with their function in transcription elongation and RNA metabolism (26,27). This distribution does not depend on the length of the nascent mRNA and is similar to the 3′-end accumulation of phosphorylated Ser2 in the C-terminus domain (CTD) of the RNAPII, a mark of transcription elongation (48,49). Similar binding distributions have been previously reported for transcription elongation and mRNA export factors (29–31,49). Recruitment of Thp1 and Sac3 to genes might depend on elongation factors or might occur through direct RNA binding or via an indirect interaction with other proteins. One candidate could be the export receptor Mex67-Mtr2, given the interaction of Sac3 with this factor (13). In addition, TREX-2 might play a role in the coordination of 3′-end processing steps, similarly to THO and Sub2 (50,51), contributing to mRNA polyadenylation and/or release from the transcription termination site.

Apart from coding genes, TREX-2 proteins bind to other transcribed sequences, such as snRNAs, snoRNAs and RNAPIII-transcribed genes, including tRNAs (Table 1). This observation is consistent with that observed for other mRNA export factors, such as THO, Npl3 and Nab2 (29,30,52,53), and abrogates for a general function of these proteins in transcription not restricted to coding regions or RNAPII genes. This would imply that TREX-2 functions in the export of RNAPII and non-RNAPII-generated transcripts. Additionally, Sac3 was also found at centromeres (Table 1). This might imply an additional function of TREX-2 related to chromosome segregation and cell division. Indeed, Sac3 and Cdc31, as well as another mammalian Sac3-homolog called Shd1, are required for the duplication of either the spindle pole bodies or centrosomes (25,54,55).

### Global function of TREX-2 preventing transcription–replication conflicts

Transcription is known to constitute an obstacle for RF progression and improper transcription and mRNP biogenesis can lead to replication impairment and genome instability (56). Here we show that the replicative Rrm3 helicase, which is required for the RF to pass through obstacles in the DNA, such as transcribed areas (43,44), is strongly accumulated at highly expressed genes in *thp1Δ* and *sac3Δ* cells (Figures 5–7). As Thp1 and Sac3 also accumulate in these genes and *thp1Δ* and *sac3Δ* mutants are affected in transcription, we propose that the RF progresses less efficiently through highly transcribed regions due to the lack of either Thp1 or Sac3, leading to the detected replication impairment. These data agree with the TAR phenotype of TREX-2 mutants (12,26,32). It is worth noting that changes in the Rrm3 presence in *sac3Δ* cells is not linked to R-loop accumulation at the four sites analyzed. This result resembles the situation of human cells depleted of TREX-2 components, which does not accumulate detectable levels of R loops (57). However, as it is known that RNase H1 overexpression does not completely suppress the genome instability phenotypes of THO and TREX-2 mutants (26,58), it seems clear that not all events related to genome instability are mediated by R-loops in TREX-2 mutants, even though they are mediated by the RNA molecule (26). An interesting possibility to explore in the future would be whether this phenomenon is mainly related to a different anchoring of transcribed genes to NPCs in these mutants (59). This could be consistent with an early role of THO in RNA metabolism and a later role of TREX-2, as deduced from the different protein composition of the mRNPs depending on whether they are purified using 5′-end RNA processing proteins versus NPC components (60).

In addition to coding genes, replication obstacles extend to other regions, in agreement with Thp1–Sac3 distribution. Similar Rrm3 accumulation has been detected in other mRNA-processing mutants, such as *hpr1Δ* or *npl3Δ* (29,30). Furthermore, anchoring of genes to the NPC during transcription may generate topological constraints that could constitute an obstacle for replication. In agreement with this idea, it has been proposed that the DNA damage checkpoint in yeast is required for the release of transcribed genes from the NPC to facilitate RF progression, since mutations in THO, TREX-2 and some nucleoporins rescue the RF defects of DNA-damage checkpoint mutants (59). In contrast, our results indicate that the absence of Thp1 or Sac3 in cells with an intact checkpoint leads to an increase of replication stalls.

Therefore, this work provides evidence of a function of TREX-2 complex at the genome-wide level, especially at highly expressed genes, and supports the current model that improper mRNP biogenesis can lead to global replication impairment and genome instability. Further work will be required to decipher the molecular nature of these events and the role of the nascent mRNA. Given the high conservation of TREX-2, It would also be interesting to study whether similar mechanisms act in higher eukaryotes.

## ACCESSION NUMBERS

Microarray and ChIP-chip data can be accessed at Gene Expression Omnibus (GSE56703, GSE56702, GSE56700).

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: A genome-wide function of THSC/TREX-2 at active genes prevents transcription–replication collisions
**Source:** Nucleic Acids Res. 2014 Oct 7;42(19):12000–14. doi: 10.1093/nar/gku906
**Supplement:** SUPPLEMENTARY DATA

A genome-wide function of THSC/TREX-2 at active genes prevents transcription–replication collisions — SUPPLEMENTARY DATA 

# A genome-wide function of THSC/TREX-2 at active genes prevents transcription–replication collisions

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: A genome-wide function of THSC/TREX-2 at active genes prevents transcription–replication collisions
**Source:** Nucleic Acids Res. 2014 Oct 7;42(19):12000–14. doi: 10.1093/nar/gku906
**Supplement:** SUPPLEMENTARY DATA

## **SUPPLEMENTAL DATA**

### **A genome-wide function of THSC/TREX-2 at active genes prevents transcription-replication collisions**

José M. Santos-Pereira, María L. García-Rubio, Cristina González-Aguilera, Rosa Luna and  
Andrés Aguilera \*

Sevilla-CSIC, Seville, Spain*

**Inventory:    14 Supplemental Figures and Legends  
                  3 Supplemental Tables**

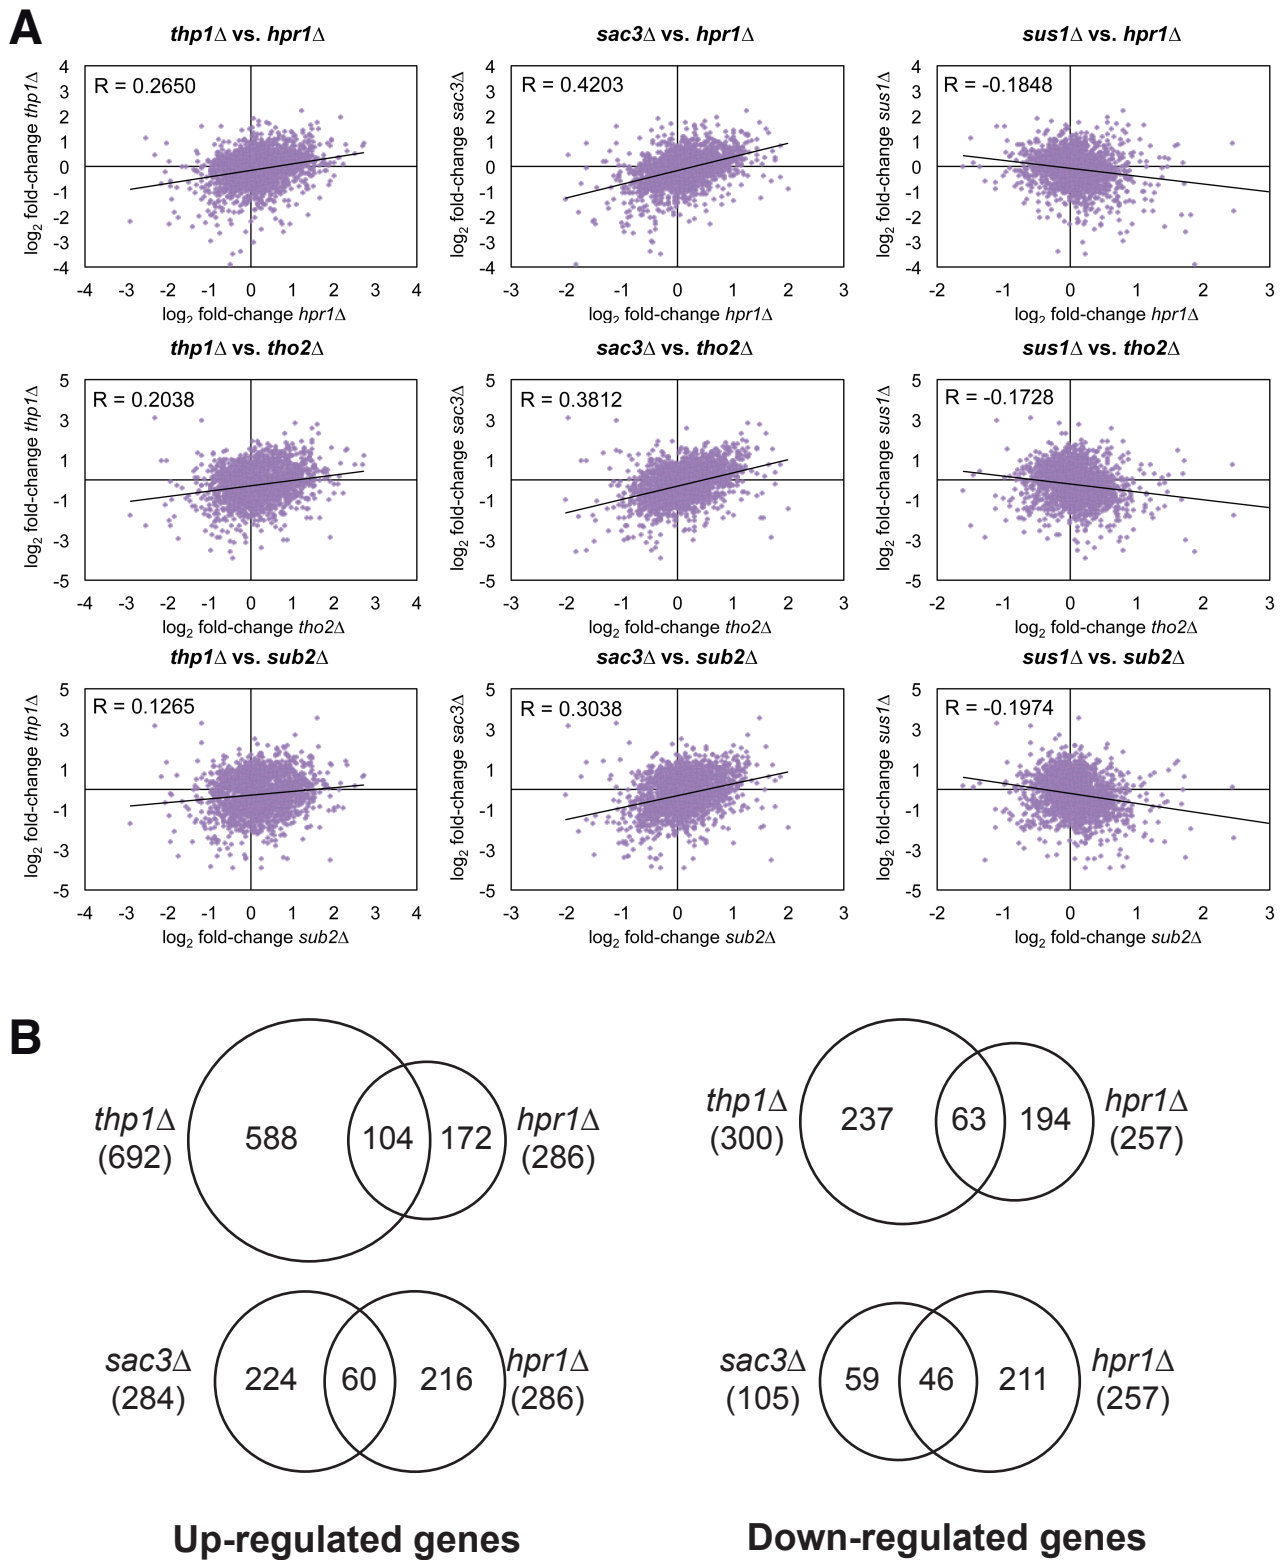

**Figure S1 – Comparison of changes in gene expression in THO, Sub2 and THSC/TREX-2 mutants.**

(A) Scatter plots showing correlation among the expression profiles of THO, Sub2 and THSC/TREX-2 mutants.

(B) Venn diagrams showing the overlap between up- and down-regulated genes in *thp1Δ*, *sac3Δ* and *hpr1Δ* mutants. See Figure 1 for other details.

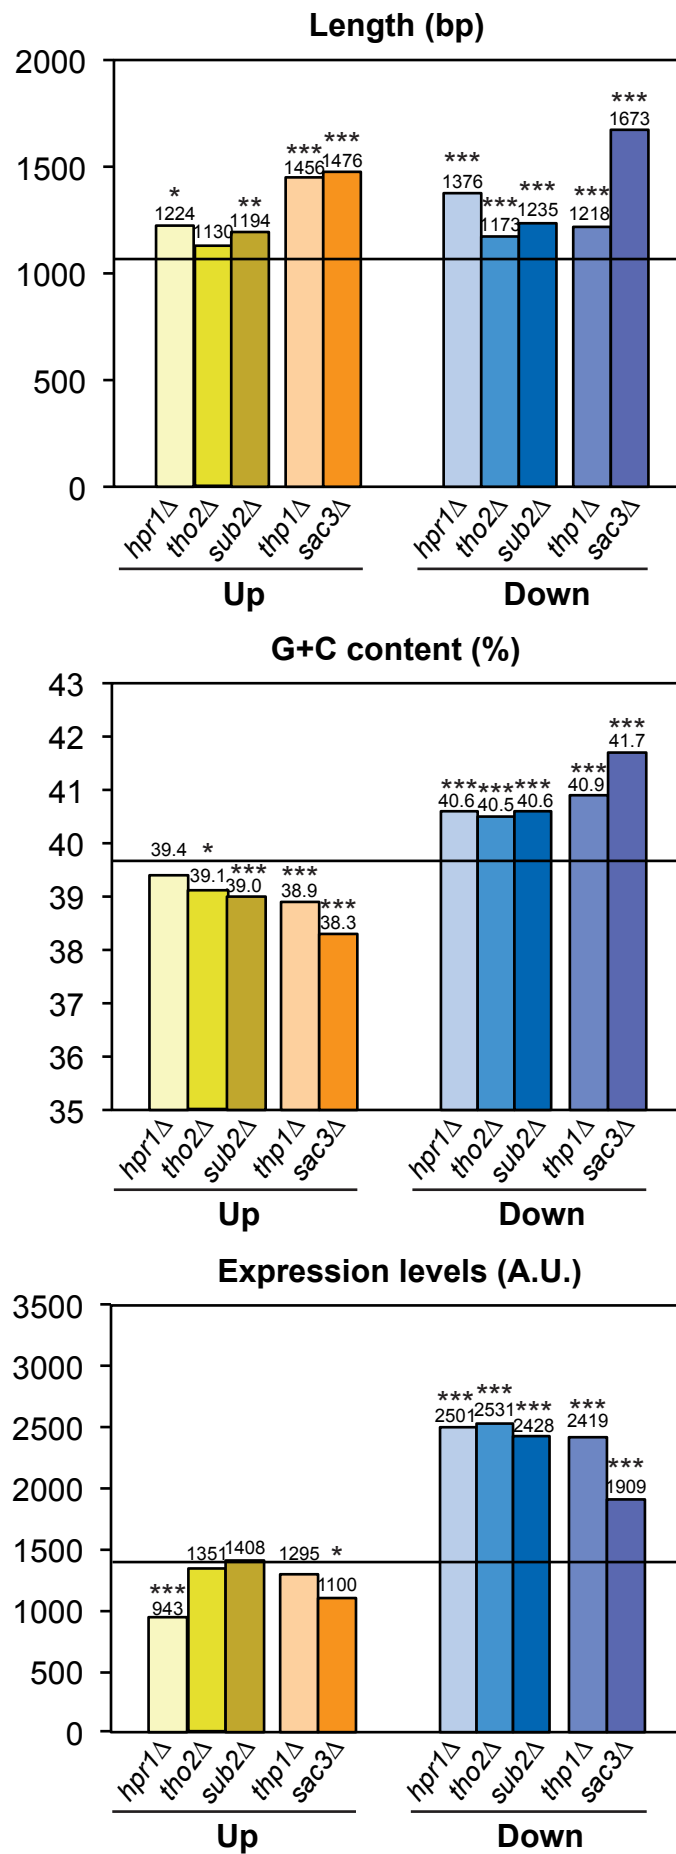

**Figure S2 – Structural and functional features of the genes whose expression is affected in THO, Sub2 and THSC/TREX-2 mutants.**

Statistical analysis of length, G+C content and model-based expression levels of genes whose expression levels are affected in THO, Sub2 and THSC/TREX-2 mutants. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$  (Mann-Whitney's U-test) compared to genome median. See Figure 1 for other details.

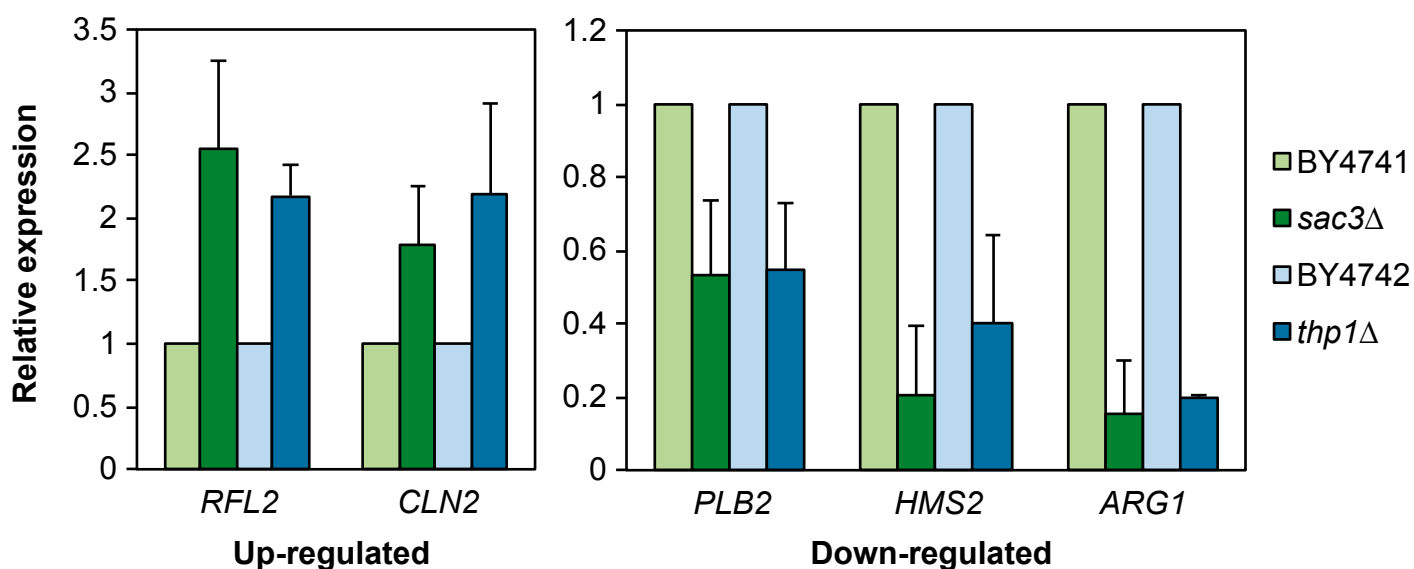

**Figure S3 – Validation of changes in gene expression in *thp1*Δ and *sac3*Δ cells**

RT-qPCR analysis of gene expression in BY4741 (WT), Y03517 (*sac3*Δ), BY4742 (WT) and Y11764 (*thp1*Δ) cells, for two up-regulated (left) and three down-regulated genes (right). Average and standard error of the mean are shown for three independent experiments normalized to wild-type levels.

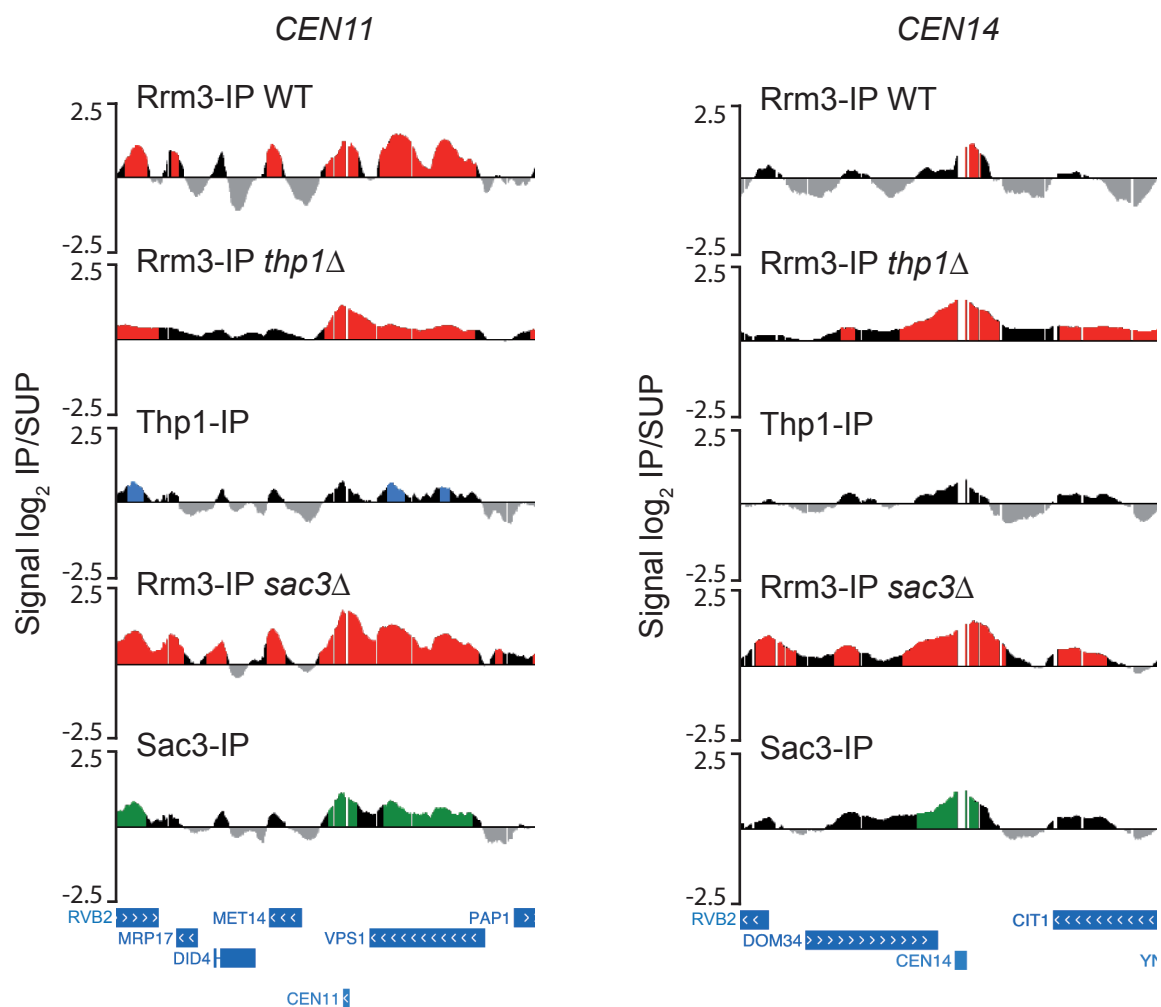

**Figure S4 - Thp1, Sac3 and Rrm3 distribution around the centromeres.** *CEN11* and *CEN14* regions are plotted. See Figure 6 for other details.

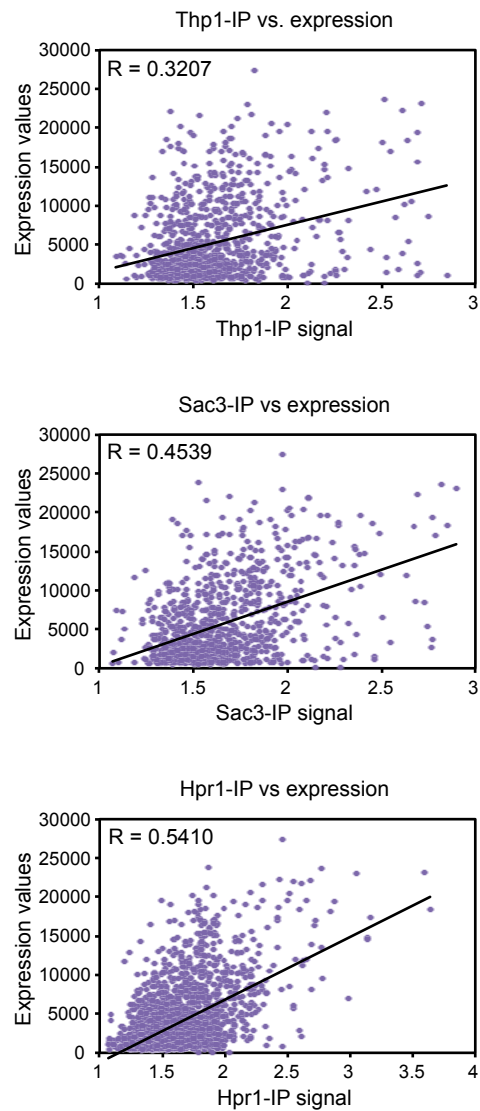

**Figure S5 – Correlation between Thp1-, Sac3- and Hpr1-enrichment levels.**

Scatter plots showing correlation among Thp1-, Sac3- and Hpr1-enrichment levels to the common mapped genes and their model-based expression values. See Figure 1 for other details.

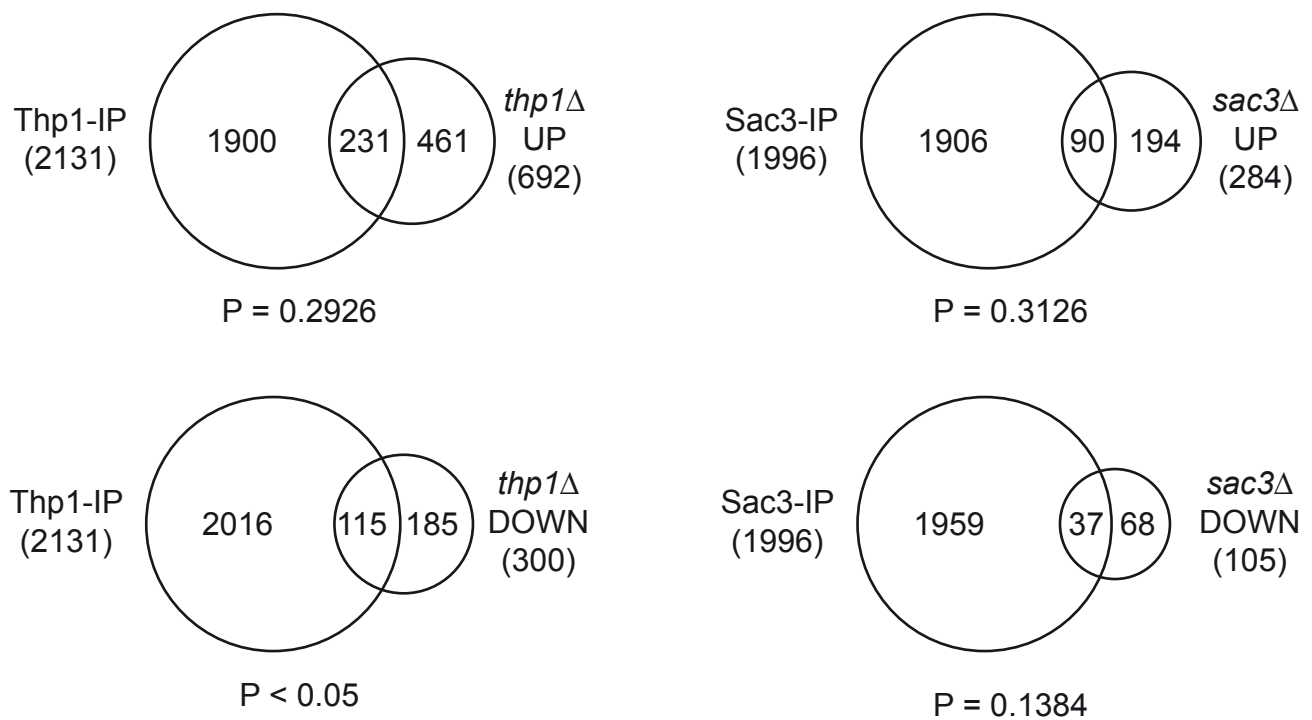

**Figure S6 – Overlap between Thp1- and Sac3-bound genes and de-regulated genes in the mutants**

Venn diagrams showing the overlap between Thp1- (left) and Sac3-bound genes (right) with up- (top) and down-regulated genes (bottom) in *thp1*Δ and *sac3*Δ cells

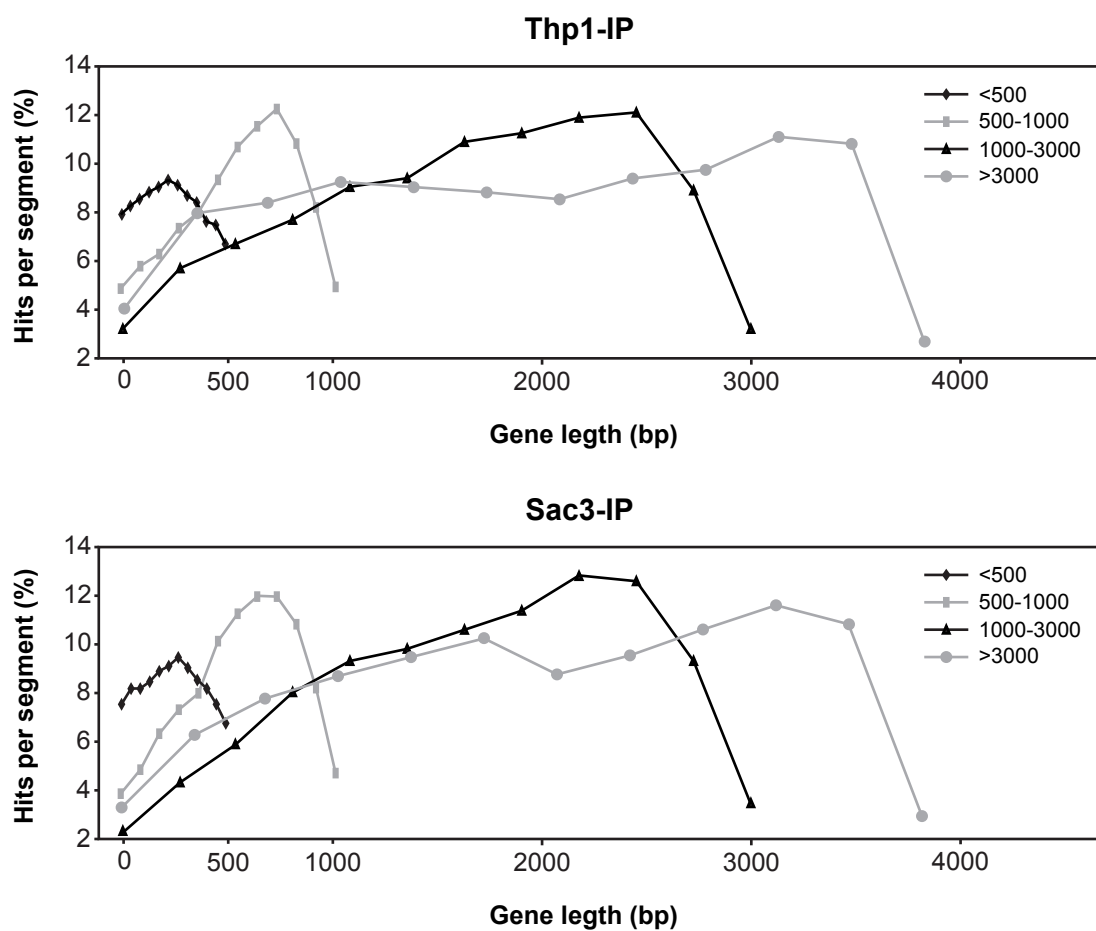

**Figure S7 – Thp1 and Sac3 accumulate towards the 3' end of genes independent of length.** Composite profiles of Thp1 and Sac3 occupancy across the average ORF for different intervals of gene length (see Materials and Methods).

**A**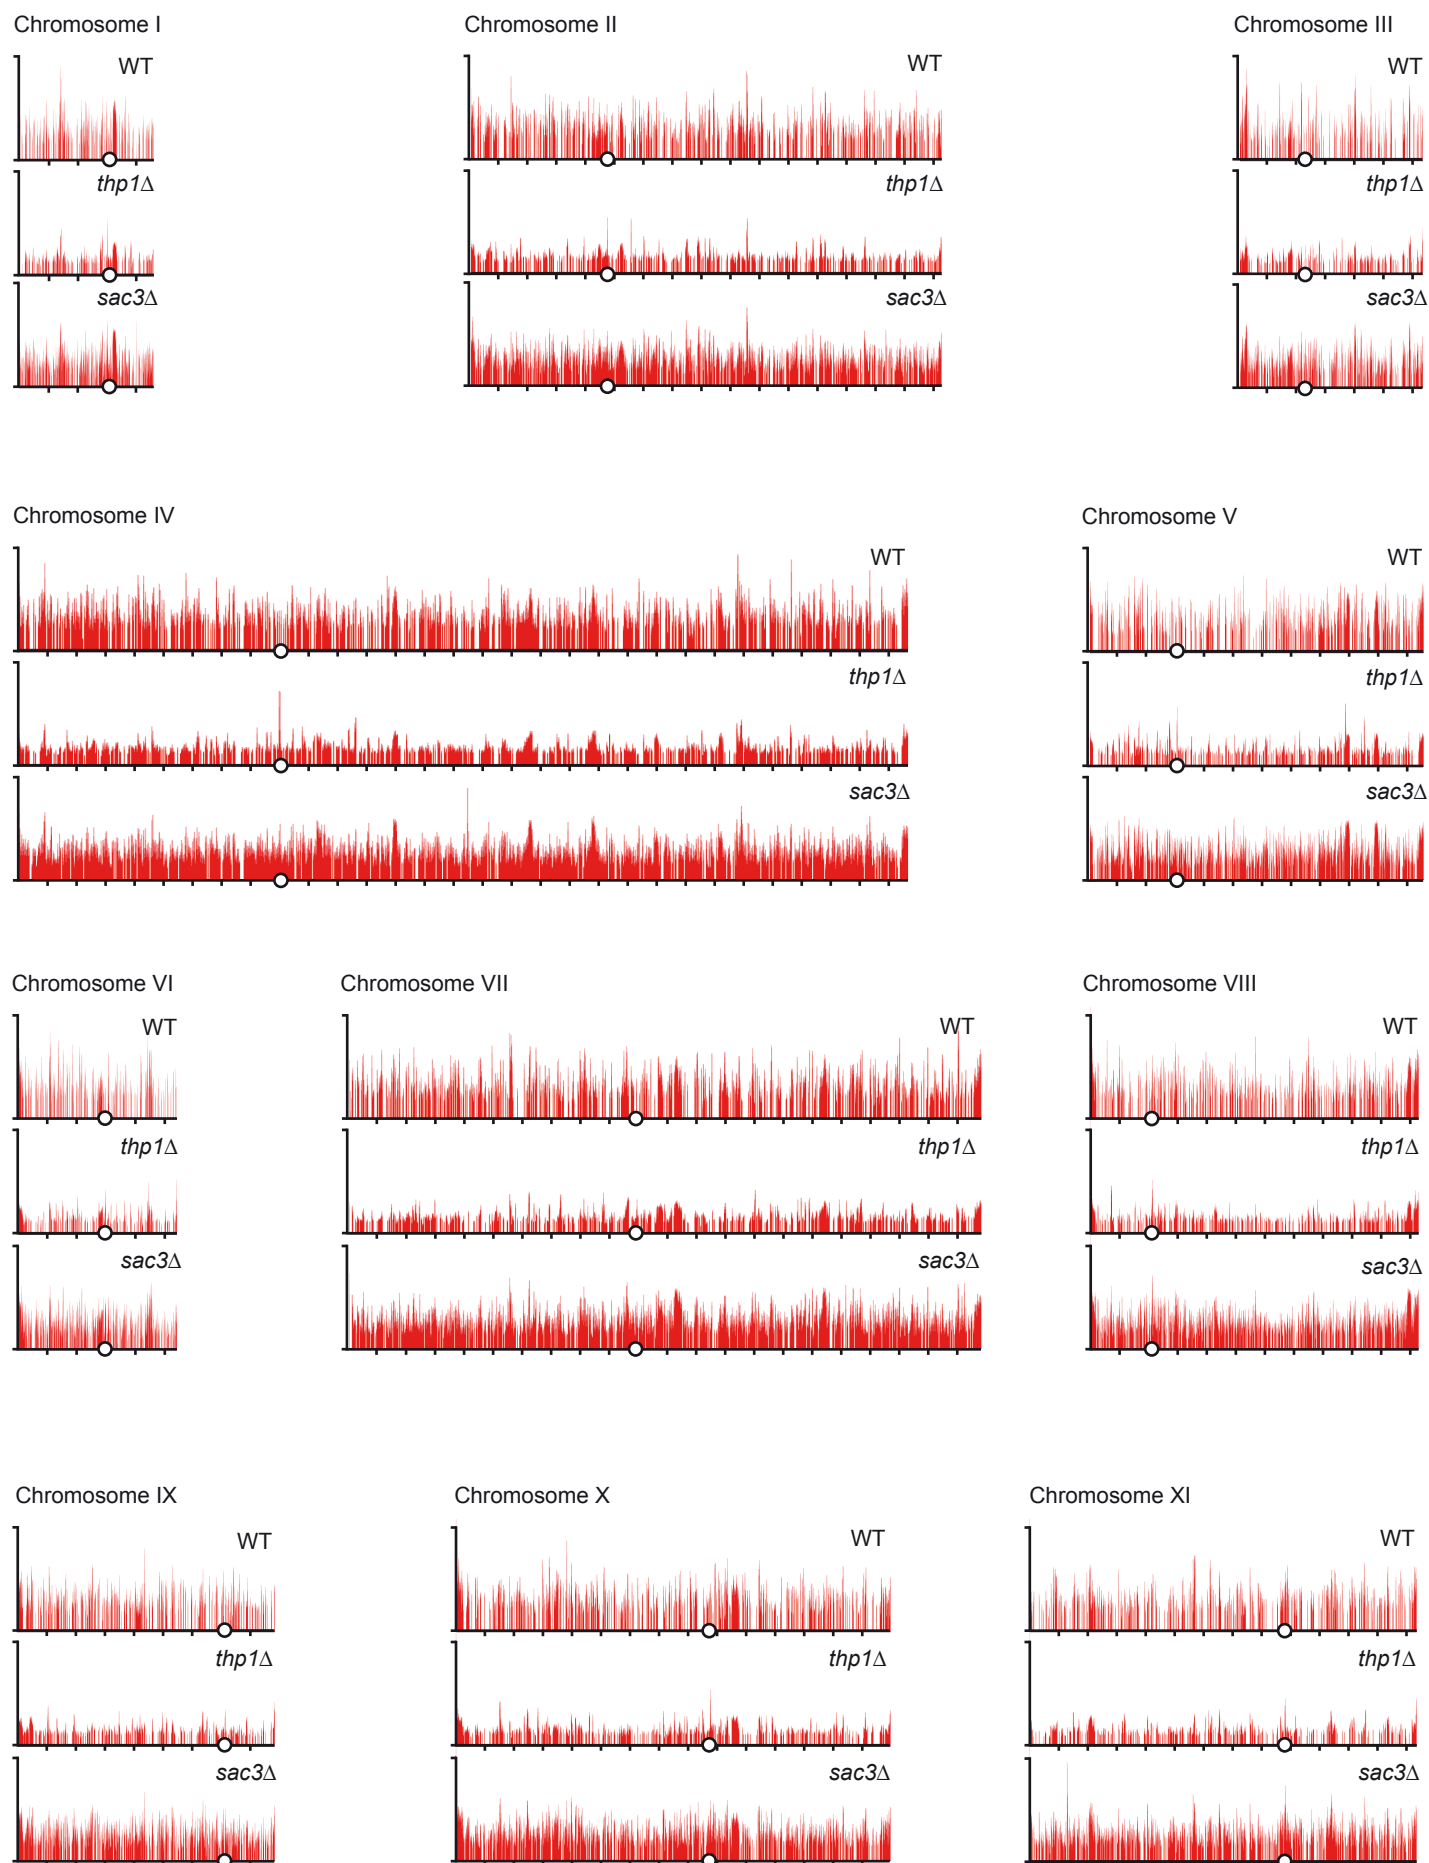

**Figure S8 – Genomic view of Rrm3 enrichment in wild type, *thp1Δ* and *sac3Δ* cells.**

Representations of chromosomes with the signal  $\log_2$  ratio values for the significant ChIP-chip clusters are plotted. The X-axis shows chromosomal coordinates in kb. Positions of centromeres are indicated as open circles.

**B**

Chromosome XII

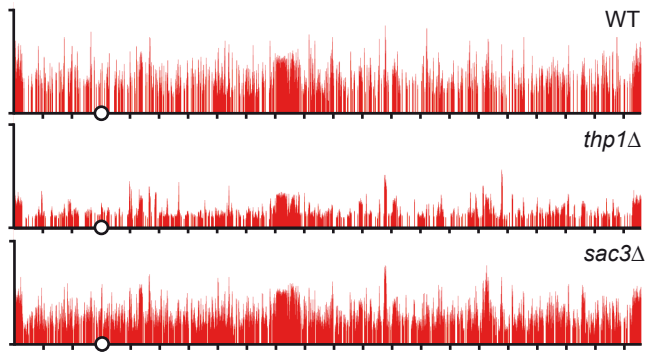

Chromosome XIII

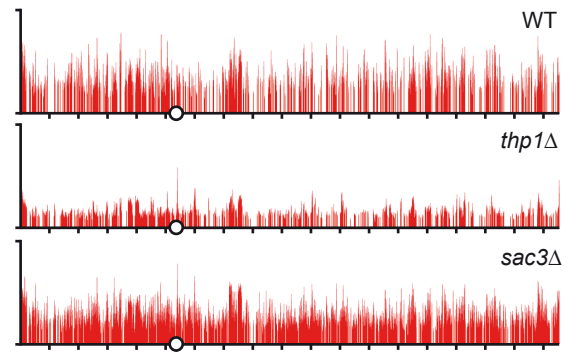

Chromosome XIV

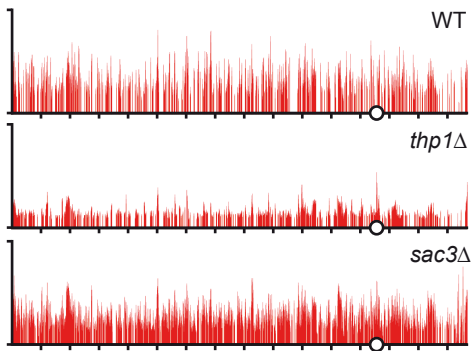

Chromosome XV

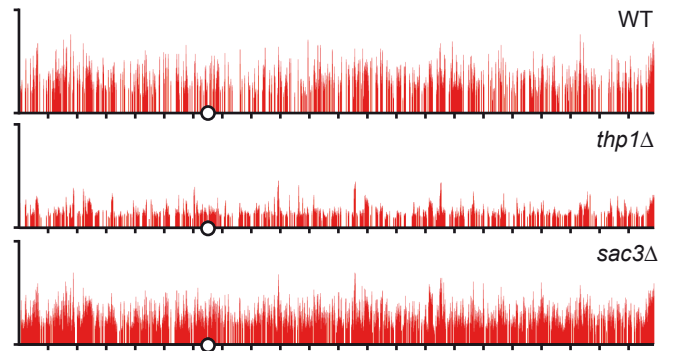

Chromosome XVI

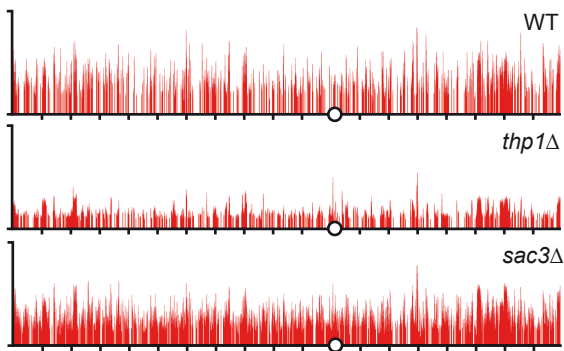**Figure S8 – Genomic view of Rrm3 enrichment in wild type, *thp1Δ* and *sac3Δ* cells.**

Representations of chromosomes with the signal  $\log_2$  ratio values for the significant ChIP-chip clusters are plotted. The X-axis shows chromosomal coordinates in kb. Positions of centromeres are indicated as open circles.

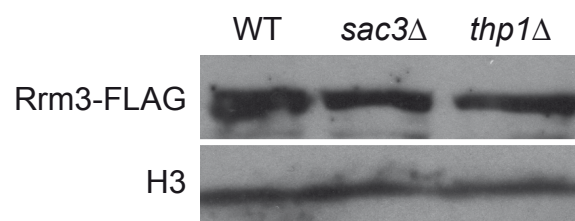

**Figure S9 - Rrm3 protein levels are similar in the analyzed strains.**

Western blot showing the levels of Rrm3-FLAG protein and histone H3 used as loading control in WRBb-9B (WT), S3RBb-5B (*sac3Δ*) and T1RBb-39A (*thp1Δ*) cells.

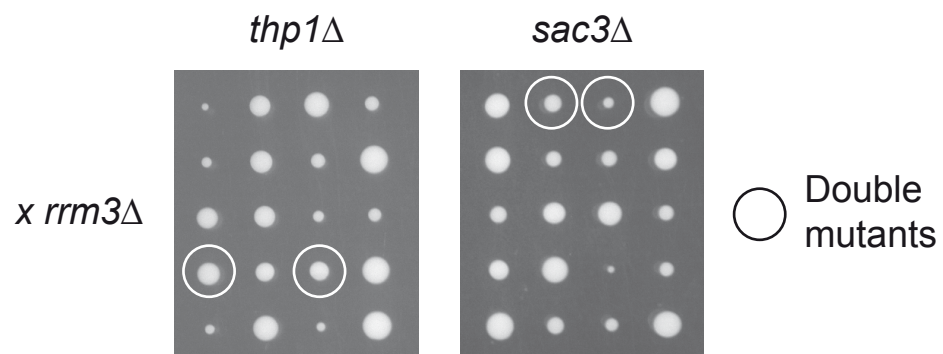

**Figure S10 - *thp1Δ rrm3Δ* and *sac3Δ rrm3Δ* double mutants are viable**  
Tetrad analysis of genetic crosses among WRT1B1-4D (*thp1Δ*), WRS3B1-1C (*sac3Δ*) and WRRM3α-2B (*rrm3Δ*) cells.

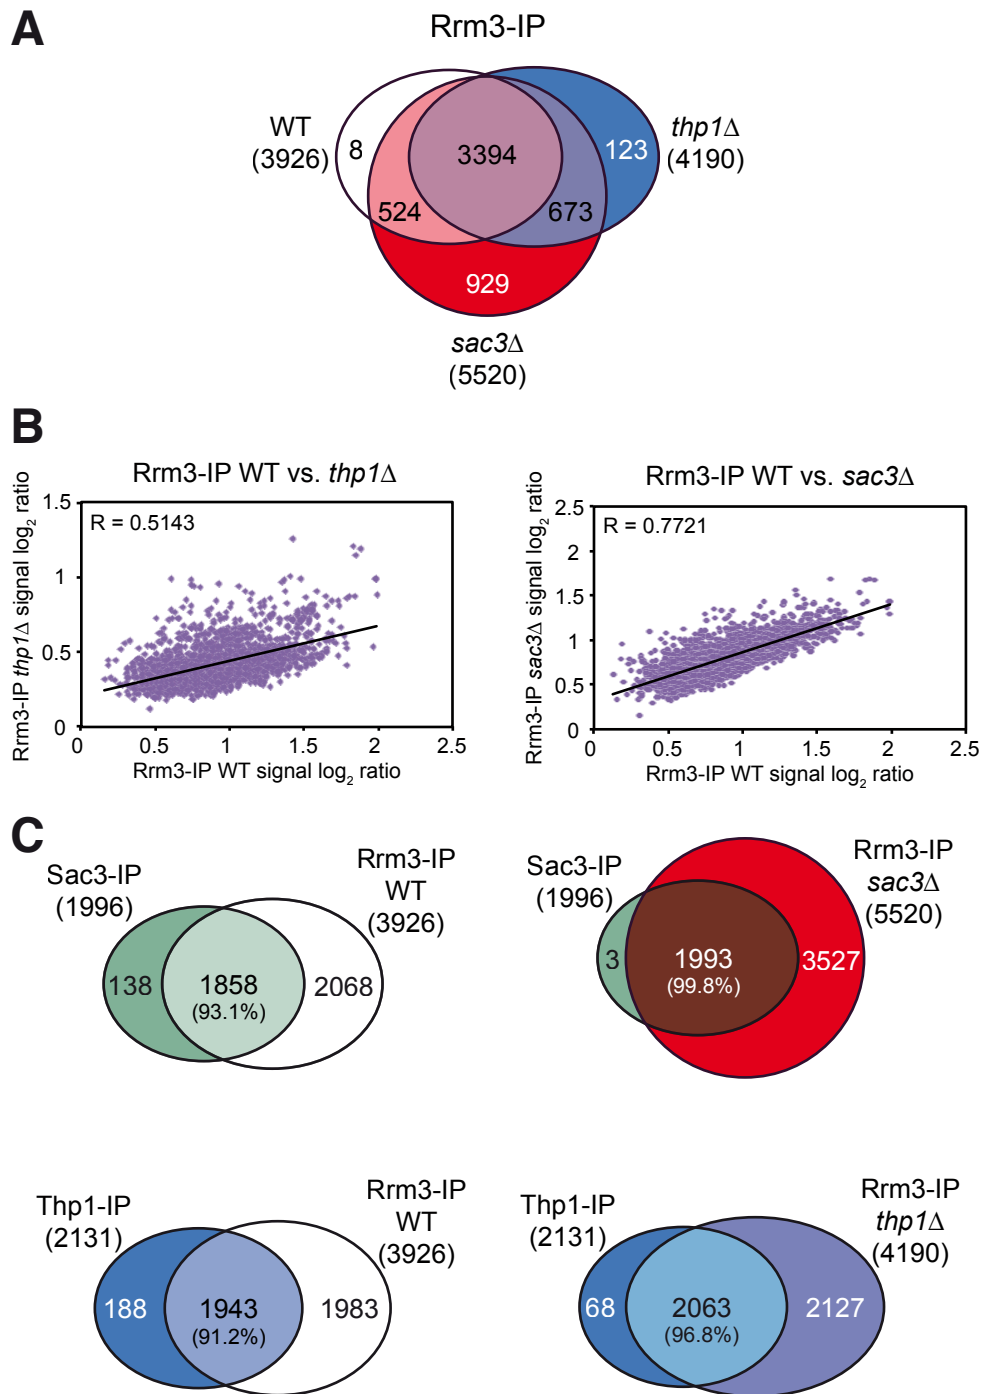

**Figure S11 – Analysis of Rrm3-enriched genes in wild-type, *thp1*Δ and *sac3*Δ cells**

(A) Venn diagram showing the overlap among Rrm3-enriched genes in wild-type, *thp1*Δ and *sac3*Δ cells. (B) Scatter plots showing correlation between Rrm3 enrichment levels in the common ORFs between wild-type and *thp1*Δ or *sac3*Δ cells. (C) Venn diagrams showing the overlap among Thp1-, Sac3- and Rrm3-bound genes.

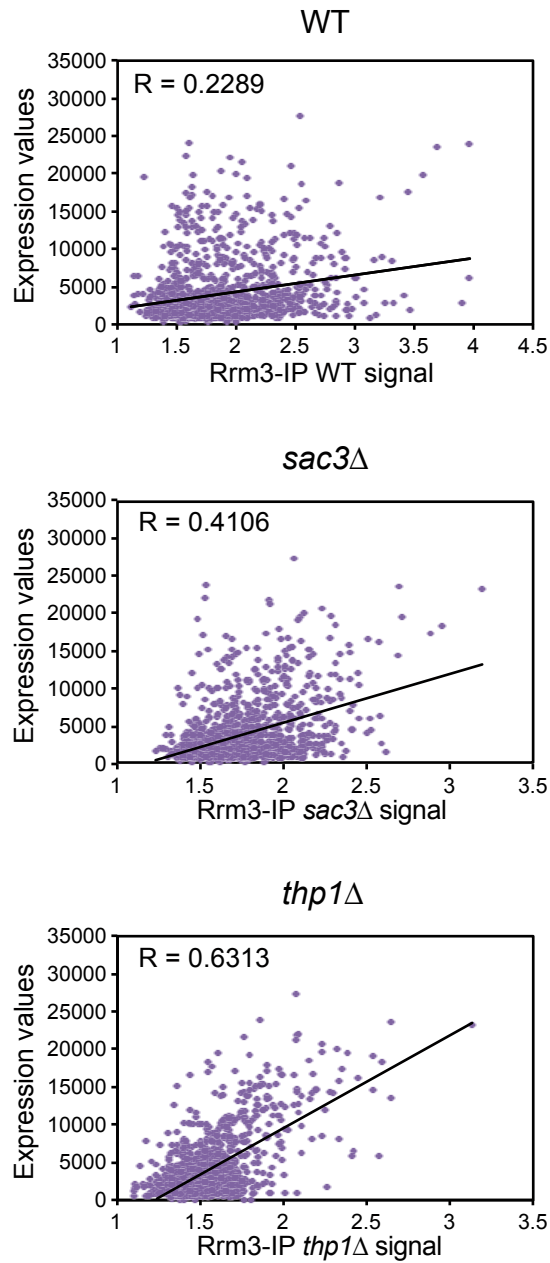

**Figure S12 – Correlation between Rrm3 enrichment and expression levels.**

Correlation between Rrm3 enrichment levels and model-based expression values in the genes with significant Rrm3 enrichment both in wild-type and *sac3Δ* or *thp1Δ* cells. See Figure 1 for other details.

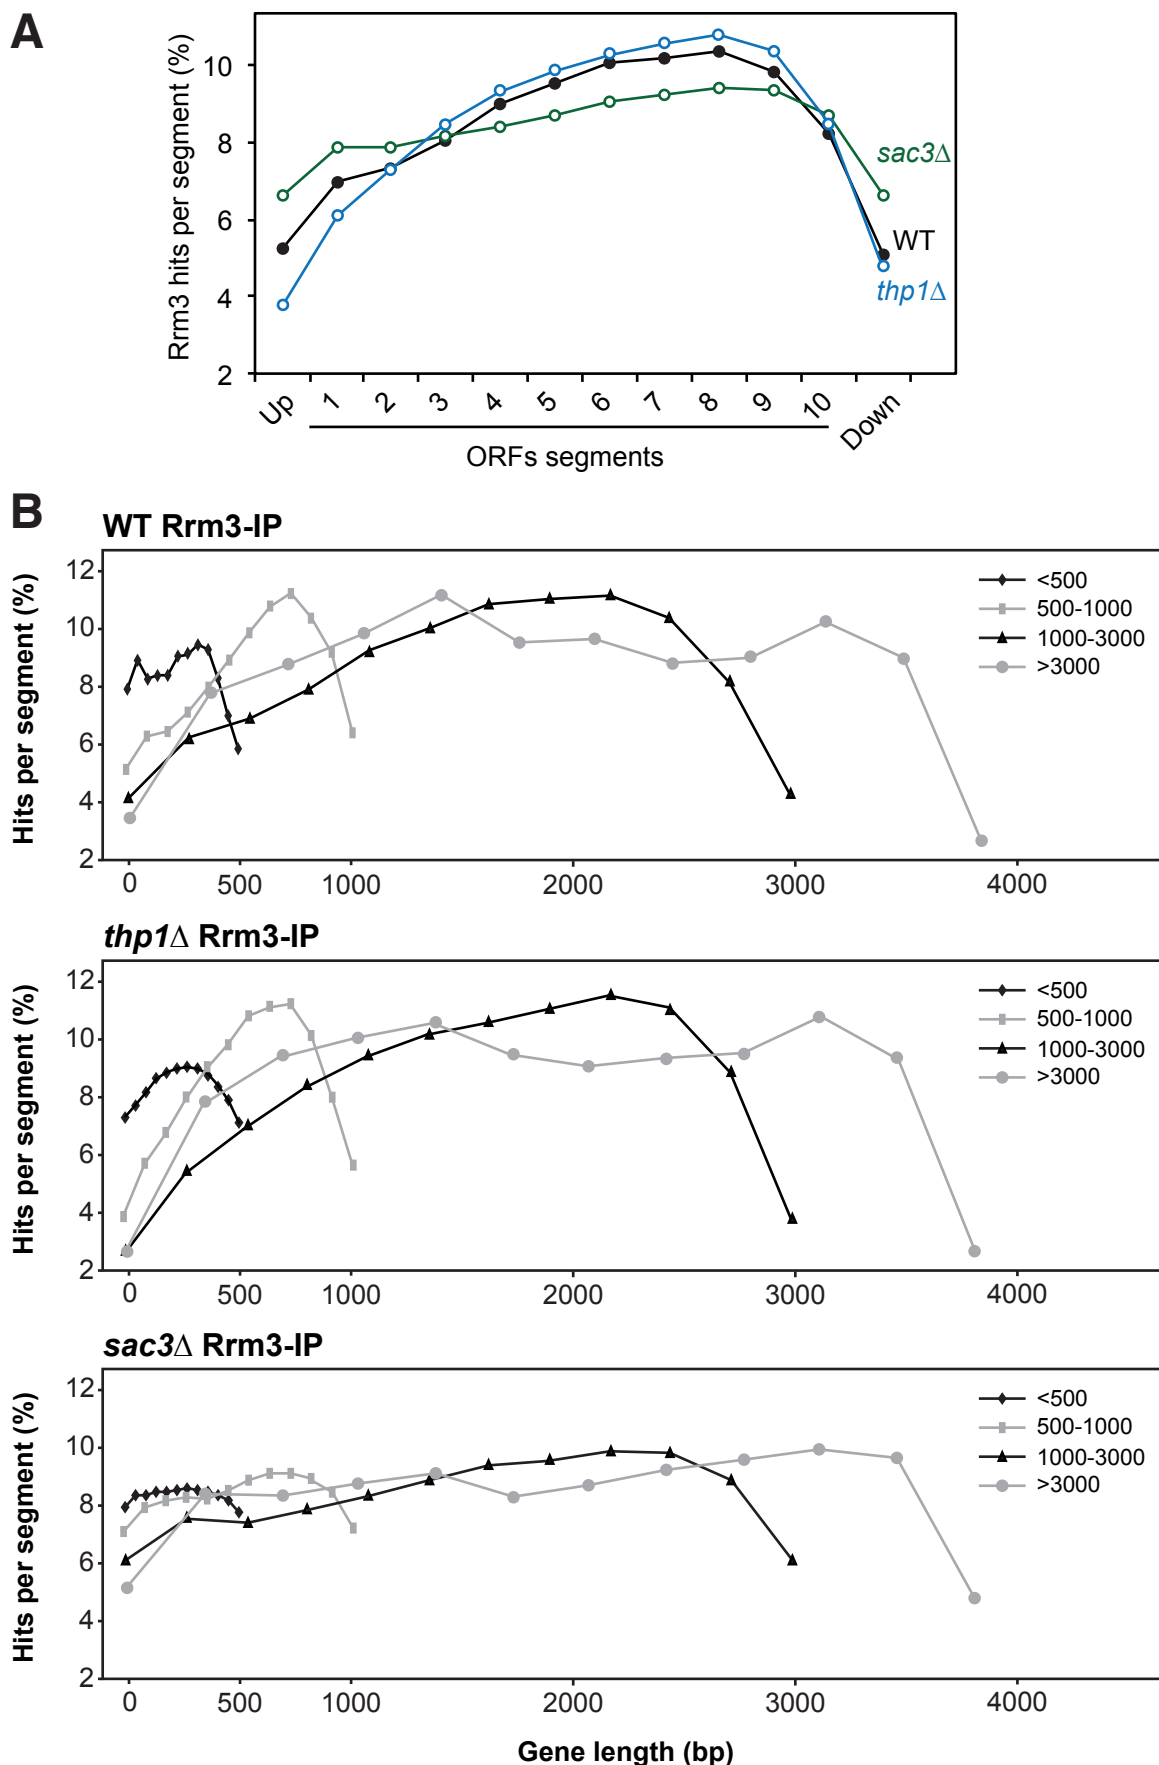

**Figure S13 – Rrm3 distribution along the genes.**

Composite profile of Rrm3 occupancy detected by ChIP-chip across the average ORF, plotted as Rrm3 percentage of ChIP clusters per segment (see Materials and Methods), in wild-type, *thp1Δ* and *sac3Δ* cells, considering (A) all ORFs or (B) ORFs with different gene lengths.

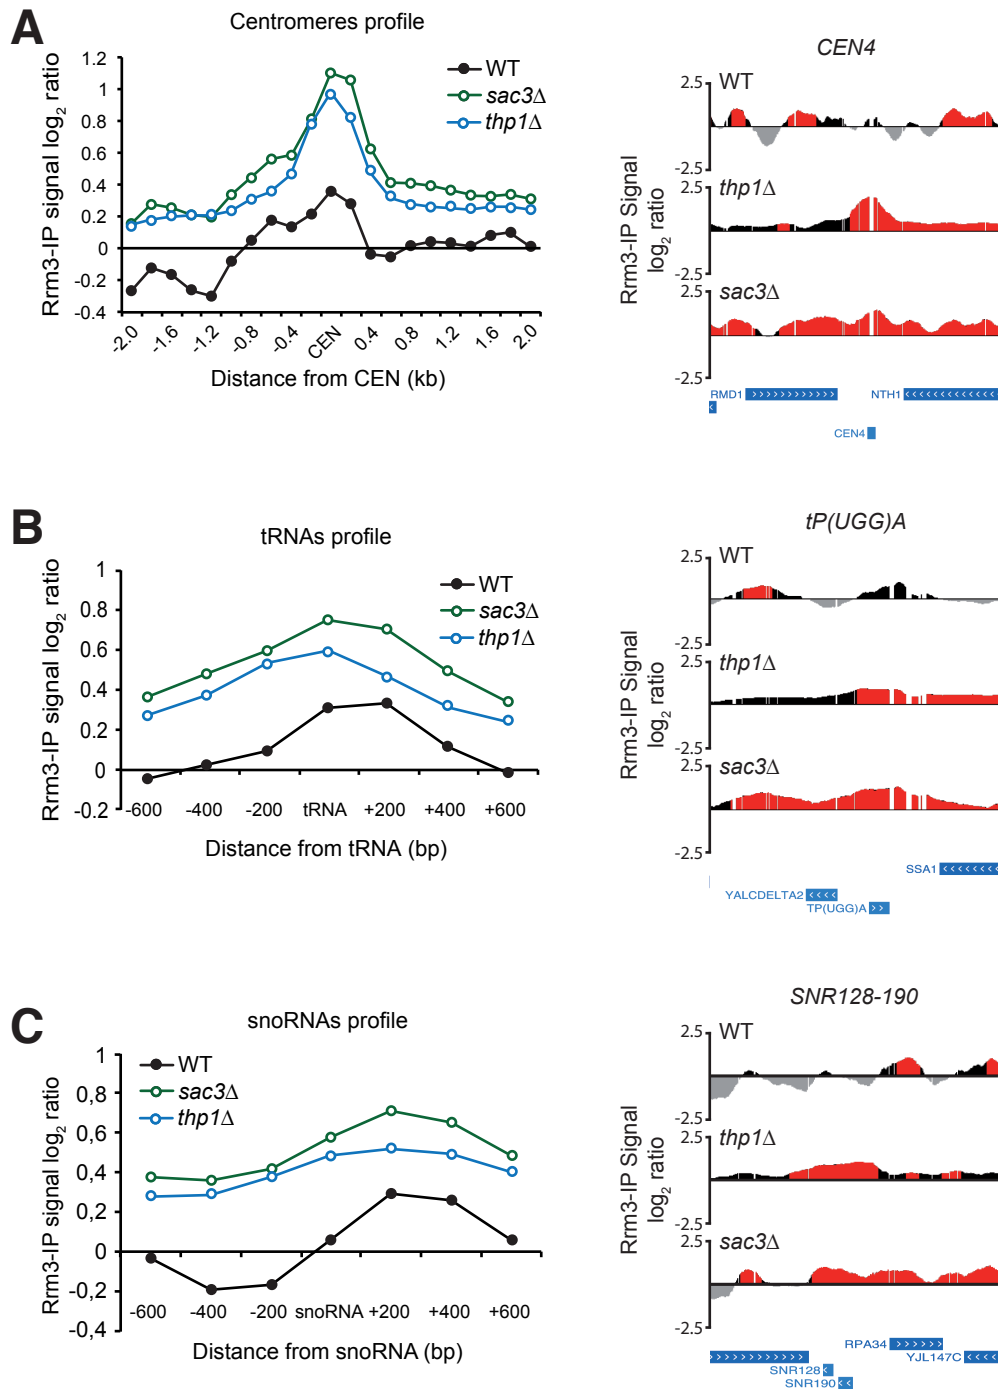

**Figure S14 – Rrm3 is enriched in *sac3Δ* and *thp1Δ* cells in other genomic regions rather than genes.**

Composite profile of Rrm3 occupancy detected by ChIP-chip across **(A)** 4-kb pericentromeric regions, **(B)** and 1.2-kb around tRNAs **(C)** and snoRNAs. Values are plotted as signal  $\log_2$  ratio average per segment considering total features in each case.

**Table S1** – Genes up- or down-regulated in the analyzed THO-TREX and THSC/TREX-2 mutants.

| <b>Mutant</b> | <b>Up-regulated</b> | <b>Down-regulated</b> | <b>Total</b> |
|---------------|---------------------|-----------------------|--------------|
| <i>hpr1Δ</i>  | 286                 | 257                   | 543          |
| <i>tho2Δ</i>  | 186                 | 525                   | 711          |
| <i>sub2Δ</i>  | 291                 | 621                   | 912          |
| <i>thp1Δ</i>  | 692                 | 300                   | 992          |
| <i>sac3Δ</i>  | 284                 | 105                   | 389          |
| <i>sus1Δ</i>  | 166                 | 67                    | 233          |

**Table S2** - Yeast strains used in this study.

| <b>Strains</b> | <b>Genotype</b>                                                                                 | <b>Source</b>   |
|----------------|-------------------------------------------------------------------------------------------------|-----------------|
| BY4741         | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                                        | Euroscarf       |
| BY4742         | <i>MATa his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0</i>                                                         | Euroscarf       |
| Y03517         | BY4741 <i>sac3Δ::KanMX</i>                                                                      | Euroscarf       |
| Y11764         | BY4742 <i>thp1Δ::KanMX</i>                                                                      | Euroscarf       |
| Y17455         | BY4742 <i>sus1Δ::KanMX</i>                                                                      | Euroscarf       |
| WT1F-04        | <i>MATa ade2-1 can1-100 his3-11,15 leu2-3,112 THP1::FLAG::KanMX trp1-1 ura3-1</i>               | This study      |
| WS3F-04        | <i>MATa ade2-1 can1-100 his3-11,15 leu2-3,112 SAC3::FLAG::KanMX trp1-1 ura3-1</i>               | This study      |
| WRT1B1-4D      | <i>MATa ade2-1 bar1Δ can1-100 his3-11,15 leu2-3,112 thp1Δ::KanMX trp1-1 ura3-1</i>              | This study      |
| WRS3B1-1C      | <i>MATa ade2-1 bar1Δ can1-100 his3-11,15 leu2-3,112 sac3Δ::KanMX trp1-1 ura3-1</i>              | This study      |
| WRRM3a-2B      | <i>MATa ade2-1 can1-100 his3-11,15 leu2-3,112 rrm3Δ::KanMX trp1-1 ura3-1</i>                    | This study      |
| WRBb-9B        | <i>MATa ade2-1 bar1Δ can1-100 his3-11,15 leu2-3,112 RRM3::FLAG::KanMX ura3::URA3/GPD-Tk(7x)</i> | I. Felipe-Abrio |
| T1RBb-39A      | WRBb-9B <i>thp1Δ::KanMX</i>                                                                     | This study      |
| S3RBb-5B       | WRBb-9B <i>sac3Δ::KanMX</i>                                                                     | This study      |

**Table S3** - Primers used in this work

| Name              | Sequence                            |
|-------------------|-------------------------------------|
| GCN4 S            | 5'-CAGCCAAGTTTATTTGCTTTAAATCC-3'    |
| GCN4 AS           | 5'-GATACATTTTCGTTGGTTGATTTAGAAC-3'  |
| FAS2 S            | 5'-ACGCTCCAGCCGTTGAACT-3'           |
| FAS2 AS           | 5'-CTTCACATCGGTAACACCAGCTT-3'       |
| CIS3 S            | 5'-AAGCCGGCGCCATCTAC-3'             |
| CIS3 AS           | 5'-CCAAAGCCAAGTAACCATCTTCA-3'       |
| PMA1 S            | 5'-ATCGCTATTTTCGCTGATGTTG-3'        |
| PMA1 AS           | 5'-CGGGCTTTGGAGAGTAAGGA-3'          |
| 9716-9863 ChrV S  | 5'-TGTTCTTTAAGAGGTGATGGTGAT-3'      |
| 9716-9863 ChrV AS | 5'-GTGCGCAGTACTTGTGAAAACC-3'        |
| RFL2 S            | 5'-CCCGCAAATGGGTAATCAAA-3'          |
| RFL2 AS           | 5'-TTTGCATTGGCTCGAAGATTC-3'         |
| CLN2 S            | 5'-GAGTCTAACAAGGAAAACCAAAATCC-3'    |
| CLN2 AS           | 5'-GGGTGGGCCCCCATT-3'               |
| PLB2 S            | 5'-ACTTTAAACTCAAATTCTTCATCCTCTTC-3' |
| PLB2 AS           | 5'-TTCGCTTTGTTTGCCGTAGA-3'          |
| HMS2 S            | 5'-CAGCATTGCTCCCTCCAAC-3'           |
| HMS2 AS           | 5'-TGAACCCCAACTGCAAAAAAT-3'         |
| ARG1 S            | 5'-ACGTCATCATTCTGGGCAGAT-3'         |
| ARG1 AS           | 5'-CATAGAGGATTCTGTGGATCGT-3'        |
| SCR1 S            | 5'-AGGCTGTAATGGCTTTCTGG-3'          |
| SCR1 AS           | 5'-G TTCAGGACACACTCCATCC-3'         |

How the deposited data were processed for this re-analysis (not part of the article)

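The data were lists of binding clusters from ChIP-chip experiments in yeast. There was 1 list for Thp1-FLAG and 1 for Sac3-FLAG, each from 1 array experiment. In addition, 1 list for Rrm3-FLAG in sac3Δ cells was taken from the methods to combine 2 repetitions. Of the 6 samples, the 2 of Rrm3-FLAG in thp1Δ cells were not used here. The authors read the arrays with the Tiling Array Suite and called clusters as ranges with positive IP/SUP signal, a P-value below 0.01, a minimum run of 100 bp and a maximum gap of 250 bp. The deposited values are the start and end of each cluster in base pairs, with no signal or P-value. In the 3 lists, the shortest cluster measured 100 bp, the smallest gap between clusters was 251 bp, and 0 clusters overlapped. The Rrm3 list was assigned to sac3Δ by its title. The lists name no genome build. For this reason clusters were not assigned to genes, and no analysis of ORFs, gene length, G+C content, position along genes, centromeres, ARSs, introns, or of the named genes was run, although these had been planned. Gene names for the supplementary lists, and the neighbors of 1 gene, were taken from the R64 annotation (GCF_000146045.2), without its coordinates.

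Number, size and coverage were computed from each list, with the span of a chromosome set to the highest cluster end in any of the 3 lists, 12069093 bp in all. Clusters were called shared at 1 bp or more in common. Shares are given with 95% Wilson intervals, which cover counting error only. Overlaps were compared with 10000 random rotations along each chromosome (1000 for the alternatives; seed 7), and p is the two-sided share of rotations at least as far from their median as the observed value. These tests compare lists with chance placement and not conditions. They keep no preference of the lists for ORFs, and they treat chromosome ends as independent. Benjamini-Hochberg adjustment covered the 9 rotation tests of overlaps and chromosome ends. A chromosome end was called bound with a cluster within 1 kb, a window set after the data had been examined.

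The rotation test was tested on simulated lists with the real sizes and spans of the Thp1 and Sac3 clusters. Of 40 unrelated pairs of lists, with the real numbers of clusters, 0 gave a p under 0.05. Their clusters were placed at random without the real spacing, so this does not cover lists spaced as the real ones. In 40 of 40 pairs with planted clusters in common the count equaled the planted number. All other clusters that touched a Thp1 cluster had been left out of those pairs. This equality therefore followed from the construction and checks only the counting. The overlaps were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

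Before the data were examined, these alternatives were set: clusters of at least 300 bp, leaving out chromosome XI, leaving out clusters within 20 kb of a chromosome end, at least 50% of each cluster in common, random placement of each cluster in place of rotation, and features extended by 300 bp. Leaving out chromosome IV, a window of 300 bp at chromosome ends, and at least 50% of each cluster in common for overlaps with Rrm3 were added after the data had been examined. The 5 longest clusters of each list were to be named by a rule set before the data were examined, and are given in the closing section.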

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

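The test of cluster lengths in this part was chosen only after the lengths had been seen, and so was the limit of 5 kb.

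Away from the chromosome ends (more than 20 kb), 39 Thp1 clusters measured at least 5 kb and overlapped a Sac3 and an Rrm3 cluster of at least 5 kb. The study does not discuss these regions. They stand out because they are present in all 3 lists, from separate experiments. The 5 longest clusters of each list fell in the same 5 regions. The longest lay on chromosome XII from 451388 to 469457 for Thp1, to 469844 for Sac3 and to 489486 for Rrm3 (positions as in the lists, counted from 1, genome build not named). A region of chromosome VII from 811598 to 823208 had the same limits in the Thp1 and Sac3 lists, and a region of chromosome X from 472831 measured 11199 bp for Thp1 and 11232 bp for Sac3. The others were both ends of chromosome XII.

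Among Thp1 clusters away from the ends, 7 measured 3 to 4 kb, 5 measured 4 to 5 kb and 32 measured 5 to 6 kb. For Sac3 the numbers were 3, 4 and 33. For Rrm3 in sac3Δ cells they were 79, 17 and 18, with 14 more of 6 to 7 kb. At the regions above lay 14 of the 18 Rrm3 clusters of 5 to 6 kb. Of the 14 of 6 to 7 kb, 11 lay there, and of the 17 of 4 to 5 kb, 0. These regions were selected to overlap an Rrm3 cluster of at least 5 kb, which nearly excludes shorter Rrm3 clusters. The 0 of 17 is therefore no contrast with the longer clusters. More clusters of 5 to 6 kb than of 4 to 5 kb would be seen if a sequence repeated at many places were read alike by the array. The IP/SUP ratio at each copy would then be that of all copies together. A family of repeated sequences of this length, such as a retrotransposon, is a candidate explanation for the 32 Thp1 clusters, and true binding to such elements would give the same lengths. The positions were not compared with an annotation, and neither the probe sequences nor a biological explanation was tested.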

How the results depend on the processing

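Among the alternatives, leaving out chromosome IV, the window of 300 bp at chromosome ends, and at least 50% of each cluster in common for overlaps with Rrm3 were added after the data had been examined. For the 6 overlaps between lists and the 3 counts of chromosome ends, 51 of 54 recomputed values kept their direction and their side of the 0.05 threshold, 3 lost significance and 0 reversed.

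The share of Thp1 clusters shared with Sac3 ran from 66.8% with at least 50% of each cluster in common to 83.8% without chromosome IV, and the share of Sac3 clusters shared with Thp1 from 72.8% to 84.5% without chromosome XI. The shares of Thp1 and Sac3 clusters that overlap Rrm3 by at least 1 bp are close to 100%, so alternatives that leave out clusters had little room to move them and say little about their stability. With at least 50% of each cluster in common they fell to 25.1% for Thp1 and 22.9% for Sac3, against medians of 8.45 and 8.81% after rotation. The shares of Rrm3 clusters that overlap Thp1 or Sac3 clusters lay closest to chance with clusters of at least 300 bp, at 18.5 and 18.2% against 16.1 and 16.2% after rotation, and with at least 50% of each cluster in common they were 8.77 and 7.35% against 2.96 and 2.82%. Random placement in place of rotation left all 6 overlaps above chance.

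The 3 that lost significance all concern Rrm3 at chromosome ends, where 32 of 32 ends had a cluster against a median of 27 after rotation (permutation test by rotation, p = 0.0335). Without chromosome XI (30 of 30 ends, p = 0.101 by the same permutation test), without chromosome IV (30 of 30, p = 0.0999) and with the window extended by 300 bp (32 of 32, p = 0.145) every end was still bound. With fewer ends or a wider window, rotations reach all ends more often. Both other alternatives with rotation kept the count past the threshold by the same permutation test, with 32 ends against a median of 23 for clusters of at least 300 bp (p = 0.005) and 31 against 20 for the window of 300 bp (p = 0.004). With random placement the count was 32 against 14 and also past the threshold, but placed clusters cannot run past an end, which lowers the chance value there. Whether Rrm3 clusters lie at chromosome ends more often than chance gives thus depends on these choices. Leaving out clusters within 20 kb of an end gives no value for this count.

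With clusters of at least 300 bp, the numbers fell to 1038 for Thp1 and 1026 for Sac3, the mean sizes were 1038, 1074 and 969.7 bp for Thp1, Sac3 and Rrm3, and the coverages 8.92, 9.13 and 39.6%. Without chromosome XI, the mean sizes were 554, 594 and 742 bp and the coverages 11.5, 11.3 and 43.6%. Without clusters within 20 kb of an end, they were 488, 527 and 709 bp and 9.88, 9.83 and 42.3%. Without chromosome IV, they were 556, 593 and 742 bp and 10.6, 11.2 and 43.6%. The changes follow from which clusters are left. With chromosome IV Thp1 covered slightly more of the genome than Sac3, and without it, or with clusters of at least 300 bp, slightly less, so the order of both coverages depends on these choices.

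No paired analysis was possible because there was 1 list per protein. It was not possible to leave out a repetition either, as no separate lists of the 2 Rrm3 repetitions were analysed. Of the alternatives set before the data were examined, the filter on a score or P-value was not run, as the lists hold neither, and those for ORFs, gene length, G+C content, position along genes and de-regulated genes were not run, as the lists name no genome build.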

Differences from the paper's values

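None of the 6 values compared differed from the paper's by more than 1.5-fold. This limit says little for the end counts, which lie near the full number of ends, or for the number and mean size of Rrm3 clusters. The share of the genome covered was the value most free to differ, and it did, as given below. The list of Rrm3 in sac3Δ cells held 7102 clusters against the paper's 7103, with a mean size of 735.9 bp against the paper's 736 bp. These values had helped to assign the list to sac3Δ. The clusters covered 43.3% of the span, against the paper's 32% of the genome. Under the alternatives set before the data were examined, the coverage was 39.6% with clusters of at least 300 bp, 43.6% without chromosome XI and 42.3% without clusters within 20 kb of a chromosome end, and none of them reached the paper's value.

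For chromosome ends, clusters within 1 kb were found at 30 ends for Thp1, 31 for Sac3 and 32 for Rrm3 in sac3Δ cells, against 30, 30 and 31 telomeres in the paper's Table 1. A window of 300 bp gives 30, 30 and 31, the paper's values. That window was chosen after seeing the values, and the paper's text does not name the positions it used.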

Other observations

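The tests in this part were chosen only after the result was seen, except those of the lengths of matched clusters on chromosome IV, of the neighbors of SAC3 and of short clusters in the genome share. The number and coverage of clusters on chromosome IV had been seen before the length ratio was computed.

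Chromosome IV held 476 Thp1 clusters against 284 for Sac3, a ratio of 1.68, whereas on the other 15 chromosomes the ratio ran from 0.857 to 1.15. The excess was spread along the chromosome, with more Thp1 than Sac3 clusters in 16 of 16 windows of 100 kb (48 of 112 windows on the other chromosomes), which argues against a local domain. It does not come from few Sac3 clusters, as the 185 Sac3 clusters per Mb on chromosome IV lay within the range of the other chromosomes, 158 to 252. The added clusters were not placed at random. Of the 208 Thp1 clusters of chromosome IV without a Sac3 partner, 93.8% overlapped an Rrm3 cluster of sac3Δ cells, against 54.3% after rotation (two-sided permutation test by rotation, p = 0.0001, the smallest that 10000 rotations can give). On the other chromosomes, 93.8% of 325 such Thp1 clusters did, against 54.8% after rotation. This overlap with Rrm3 was thus not particular to chromosome IV and does not explain the excess there. Where 1 Thp1 cluster matched 1 Sac3 cluster, the median length ratio was 1.25 on chromosome IV (255 pairs) and 0.940 to 1.01 on the others. Wider and more numerous clusters would be seen if a lower bar had in effect been used to call Thp1 clusters on this chromosome, for example through its baseline, and this remains a hypothesis. Stronger Thp1 binding along the whole chromosome would give the same pattern. It stays open, as do differences in copy number or in the array, because the lists hold no signal and there was 1 array per protein.

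The Rrm3 clusters of sac3Δ cells covered 43.3% of the span, and the paper gives 32%. The product of the paper's own number (7103) and mean size (736 bp) for this strain is also 43.3% of the span. For the other strains, the paper's number and size give 20.7% in wild type and 26.7% in thp1Δ cells, against its 21% and 27%. The paper's wild-type number with the mean size of the sac3Δ list gives 32.1%. A candidate explanation is therefore that the wild-type number entered the sac3Δ share, but this was noticed by trying products and was not tested on other data. Leaving out short clusters does not explain it, since clusters of at least 300 bp still covered 39.6%.

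Supplementary Dataset II lists the ORFs with the highest Rrm3 enrichment. Each of its 3 Top-500 columns holds 499 ORFs in the copy used here, so no set test was made on them. The wild-type and thp1Δ columns hold the same ORF at 499 of 499 positions, whereas Figure 7A gives these lists different medians. The first ORF of the sac3Δ column is SAC3 (YDR159W), the gene deleted in that strain. If a wide Rrm3 domain around SAC3 were the cause, its neighbors HOM2 and SSY1 (R64 annotation, GCF_000146045.2) would be listed, and 0 of the 2 were. The column is 1 ORF short of 500, so at least 1 neighbor is absent from the full list, which argues against a domain with such enrichment over both neighbors. Where the deletion removed the ORF its probes have no target, so its rank cannot come from Rrm3 bound there. How much of the ORF was removed is not stated. A domain over sequence left in place or next to the ORF stays open, at a single neighbor or below the level of the list. A ratio of weak signals at a deleted gene was not tested, as no signal was analysed here.

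Of 53 matched Thp1 and Sac3 clusters of at least 5 kb, 4 (7.55%, 95% Wilson interval 2.97 to 17.9%) had the same edges in both lists, against 2 of 110 matched clusters of 1 to 5 kb (1.82%, interval 0.50 to 6.39%). The intervals overlap, so a difference between these lengths was not detectable with so few clusters. The lists hold no signal, so whether a steep signal at strongly bound sites gives the same edges was not tested.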
